# Maps of Open Chromatin Guide the Functional Follow-Up of Genome-Wide Association Signals: Application to Hematological Traits

**DOI:** 10.1371/journal.pgen.1002139

**Published:** 2011-06-30

**Authors:** Dirk S. Paul, James P. Nisbet, Tsun-Po Yang, Stuart Meacham, Augusto Rendon, Katta Hautaviita, Jonna Tallila, Jacqui White, Marloes R. Tijssen, Suthesh Sivapalaratnam, Hanneke Basart, Mieke D. Trip, Consortium Cardiogenics, Consortium MuTHER, Berthold Göttgens, Nicole Soranzo, Willem H. Ouwehand, Panos Deloukas

## Abstract

Turning genetic discoveries identified in genome-wide association (GWA) studies into biological mechanisms is an important challenge in human genetics. Many GWA signals map outside exons, suggesting that the associated variants may lie within regulatory regions. We applied the formaldehyde-assisted isolation of regulatory elements (FAIRE) method in a megakaryocytic and an erythroblastoid cell line to map active regulatory elements at known loci associated with hematological quantitative traits, coronary artery disease, and myocardial infarction. We showed that the two cell types exhibit distinct patterns of open chromatin and that cell-specific open chromatin can guide the finding of functional variants. We identified an open chromatin region at chromosome 7q22.3 in megakaryocytes but not erythroblasts, which harbors the common non-coding sequence variant rs342293 known to be associated with platelet volume and function. Resequencing of this open chromatin region in 643 individuals provided strong evidence that rs342293 is the only putative causative variant in this region. We demonstrated that the C- and G-alleles differentially bind the transcription factor EVI1 affecting *PIK3CG* gene expression in platelets and macrophages. A protein–protein interaction network including up- and down-regulated genes in *Pik3cg* knockout mice indicated that *PIK3CG* is associated with gene pathways with an established role in platelet membrane biogenesis and thrombus formation. Thus, rs342293 is the functional common variant at this locus; to the best of our knowledge this is the first such variant to be elucidated among the known platelet quantitative trait loci (QTLs). Our data suggested a molecular mechanism by which a non-coding GWA index SNP modulates platelet phenotype.

## Author Summary

Genome-wide scans have revealed multiple genetic regions underlying complex traits. However, the transition from an initial association signal to identifying the functional DNA change(s) has proved challenging. Many of the DNA changes discovered are located outside protein-coding regions and may exert their effects through gene regulation. We screened genetic regions associated with hematological traits in erythroblasts (red blood cells) and megakaryocytes (platelet-producing cells) and mapped sites of open chromatin, which harbor active gene regulatory elements. We investigated a DNA sequence change located within a site of open chromatin at chromosome 7 in megakaryocytes, but not erythroblasts, known to be associated with platelet volume. We showed that this DNA change is functional due to alteration of the binding site of a transcription factor, which regulates the expression of a gene that affects platelet characteristics. Mice lacking this gene revealed significant differences in expression of several important platelet genes compared to wild-type mice. The approach described here can be applied in different cell types to functionally follow-up association signals with many other biological traits by identification of the causative base change and how it affects gene function, thus paving the way to clinical benefit.

## Introduction

In recent years, genome-wide association (GWA) studies have driven the discovery of genetic loci associated with a multitude of complex traits and diseases. However, due to linkage disequilibrium (LD), the single-nucleotide polymorphisms (SNPs) assayed in large-scale GWA studies typically yield a proxy for the actual causative variant(s) and often fail to even pinpoint the underlying gene [1]–[3]. Therefore, despite great success in biological discovery, GWA studies have shed little light on which are the functional variants, common and/or low-frequency, and how they relate to biological mechanisms.

Several strategies have been proposed to identify causative sequence variants underlying GWA signals, including fine-mapping (i.e. targeted resequencing followed by additional genotyping of large cohorts) and functional annotation using biochemical assays (e.g. gene expression studies) [1], [3]. Since many initial association signals are localized at intronic and intergenic regions, it has been postulated that they may correspond to gene regulatory variants [4]. Therefore, functional variants may exert their effects through regulation of gene expression, which can vary substantially among tissues and cell types [5], [6].

Integrated studies have illustrated how particular trait-associated alleles are mechanistically relevant to cellular functions and pathways [7]–[12]. In a recent study, Gaulton et al. used the formaldehyde-assisted isolation of regulatory elements (FAIRE) technique to identify pancreatic islet-specific open chromatin regions, some of which embed known diabetes risk variants [13]. FAIRE is an elegant approach to isolating nucleosome-depleted regions (NDRs) that encompass active regulatory elements, and thus, to accessing regulatory variants [14], [15].

Heritable hematological traits are of particular interest in studying the architecture of complex traits, since relevant cell types for functional assays are easily accessible. In addition, genetic loci associated with platelet counts, *SH2B3–ATXN2* and *PTPN11*, have been reported to be associated with coronary artery disease (CAD) and myocardial infarction (MI) suggesting a possible role for platelets as an intermediate phenotype [16].

Here we describe maps of open chromatin generated by FAIRE in a megakaryocytic and an erythroblastoid cell line at known GWA loci associated with hematological quantitative traits, CAD and MI. We report substantial differences in chromatin architecture among the two cell types and assess the phenotypic causality of variants that fall into NDRs specific to either cell type. We demonstrate the procedure with the locus at chromosome 7q22.3, which is associated with mean platelet volume and function, where we identify a site of open chromatin in megakaryocytes but not erythroblasts and elucidate the molecular mechanism that contributes to the platelet phenotype.

## Results

### Open chromatin profiles in a megakaryocytic and an erythroblastoid cell line

We profiled chromatin at 62 non-redundant genetic loci representing all known associations, as of November 2009, with 11 cardiovascular traits (Table 1) in a megakaryocytic (MK cells) and an erythroblastoid cell line (EB cells). Maps of open chromatin were created with FAIRE, applying two different formaldehyde cross-linking times and subsequent hybridization to a custom 385,000-oligonucleotide array spanning the selected loci (Materials and Methods). Open chromatin regions showed high concordance across cross-linking conditions, with 95.3% and 93.1% overlapping regions in MK and EB cells, respectively. To achieve higher stringency, we retained only concordant open chromatin regions in each cell type for further analysis (Figure S1). At the interrogated loci, we identified 254 and 251 NDRs in MK and EB cells, respectively (Table S1A), of which 147 (57.9% and 58.6%, respectively) were common to both cell types. FAIRE peak density (per megabase) in our data set is consistent with that in foreskin fibroblast cells reported by the ENCODE Project [17] (Table S2).

**Table 1:** Summary of the genetic loci included on the custom DNA tiling array.

Complex trait	Number of genetic loci	Genomic footprint
Coronary artery disease (CAD) and (early-onset) myocardial infarction (MI)	18	3,605.2 kb
Mean platelet volume (MPV)	12	1,789.7 kb
Platelet counts (PLT)	4	712.2 kb
Platelet signaling (PLS)	15	1,968.4 kb
White blood cell counts (WBC)	1	73.2 kb
Red blood cell counts (RBC)	1	50.0 kb
Mean corpuscular volume (MCV)	4	436.0 kb
Mean corpuscular hemoglobin (MCH)	1	100.0 kb
Systolic blood pressure (SBP)	6	940.0 kb
Diastolic blood pressure (DBP)	8	1,475.0 kb
Hypertension (HYP)	2	240.0 kb
**Total**	**72**	**11,149.7 kb**
**Total unique**	**62**	**9,593.5 kb**

A detailed list, including genomic coordinates of the intervals and references, is presented in Table S9A.

### Characterization of open chromatin regions in relation to gene annotations and cell types

We then analyzed the 254 and 251 NDRs in MK and EB cells, respectively, in context of their genomic location (intergenic, intronic, overlap 5′-untranslated region (UTR), overlap 3′-UTR or exonic; Table S3). We note that our observations are based on a selected set of loci and therefore cannot be extrapolated to the whole genome. NDRs were most frequently located at non-coding segments (98.2% and 92.5% of peaks found only in MK and EB cells, respectively, and 98.1% of peaks common to both cell types). Promoter/5′-UTR regions were enriched in NDRs common to both cell types (28.4%) compared to open chromatin specific to either cell type, namely 4.6% (6.2-fold) and 5.6% (5.1-fold) for MK and EB cells, respectively.

At the interrogated loci, NDRs clustered around transcription start sites (TSS). In MK and EB cells, 70.5% and 76.1% of all FAIRE peaks were located within 20 kb of a TSS, respectively (Figure S2). However, accessible chromatin regions as far as 264 kb upstream of a TSS were also detected (*TBX3* gene locus). Open chromatin observed in MK but not EB cells was located on average 2.80 kb upstream of a TSS. NDRs found in EB but not MK cells were located on average 1.77 kb, whereas NDRs common to both cell types were located on average 0.98 kb upstream of a TSS.

To assess the cell type specificity of NDRs marked by FAIRE in our experiment, we determined the number of peaks in lineage-specific genes for MK and EB cells present on the array (Figure S3; Table S1B). A significant enrichment of FAIRE peaks at MK lineage-specific genes was observed in MK cells, when compared to the number of peaks in EB cells (Wilcoxon rank-sum test, *P*=0.0225). A similar trend of enrichment was observed in EB lineage-specific genes in EB cells (*P*=0.0781). This result highlights the importance of studying chromatin architecture and gene regulatory circuits in a cell type-dependent manner.

### Seven sequence variants associated with cardiovascular-related quantitative traits are located in open chromatin

At seven of the 62 tested loci, we found SNPs in strong LD with the corresponding GWA index SNP (r^2^≥0.8, Phase II HapMap, CEU population) located within a NDR (Table 2). Five out of the seven loci are associated with platelet-related quantitative trait loci (QTLs). We compared the position of sites of open chromatin and sites were either found only in MK but not EB cells (‘MK-specific’, n=2), in EB but not MK cells (‘EB-specific’, n=1) or in both cell types (n=4). The two MK-specific NDRs harboring SNPs associated with mean platelet volume (MPV) are located at an intergenic region of the *FLJ36031–PIK3CG* gene locus (Figure S4A) and an intronic region of *DNM3* (Figure S4B). Both genes, *PIK3CG* and *DNM3*, are upregulated in megakaryocytes as compared to erythroblasts (2.08- and 6.42-fold, respectively, according to the HaemAtlas, a systematic analysis of expression profiles in differentiated human blood cells) [18]. The EB-specific NDR is located at an intergenic region of the *HBS1L–MYB* gene cluster (Figure S4C). Sequence variants at this locus are known to be associated with mean corpuscular volume (MCV) of erythrocytes, mean corpuscular hemoglobin (MCH) and red blood cell counts (RBC). *HBS1L* and *MYB* are upregulated in EB cells (1.30- and 2.40-fold, respectively, according to the HaemAtlas). At the four NDRs common to both cell types, we found variants associated with: platelet signaling (PLS) located at the promoter regions of *PEAR1* (Figure S4D) and *RAF1* (Figure S4E); MPV found at an intronic region of *TMCC2* (Figure S4F); and systolic blood pressure (SBP) at an intronic region of *C10orf32* (*CYP17A1* gene cluster; Figure S4G). Expression profiles of these genes, based on the HaemAtlas data, confirmed transcription in both MK and EB cells (Figure S5A).

**Table 2:** Seven sequence variants associated with cardiovascular-related and hematological intermediate traits are located in nucleosome-depleted regions (NDRs).

Cell type	Trait	Locus	SNP in open chromatin			GWA index SNP		
			ID	MAF	Annotation	ID	r^2^	Distance
MK	MPV	*FLJ36031–PIK3CG*	rs342293	0.45	Intergenic	rs342293	1.00	(index SNP)
MK	MPV	*DNM3*	rs2038479	0.16	Intronic	rs10914144	0.94	10 kb
EB	MCV	*HBS1L–MYB*	rs7775698	0.22	Intergenic	rs9402686	0.85	9 kb
EB/MK	MPV	*TMCC2*	rs1172147	0.35	Intronic	rs1668873	0.89	10 kb
EB/MK	PLS	*PEAR1*	rs4661069	0.11	Promoter	rs3737224	0.83	17 kb
EB/MK	PLS	*RAF1*	rs3806661	0.30	Promoter	rs3729931	0.85	79 kb
EB/MK	SBP	*CYP17A1–C10orf32*	rs3824754	0.07	Intronic	rs1004467	1.00	19 kb

MK: megakaryocytic cell line; EB: erythroblastoid cell line; MPV: mean platelet volume; MCV: mean corpuscular volume of erythrocytes; PLS: platelet signaling; SBP: systolic blood pressure; MAF: minor allele frequency.

### Functional follow-up of the platelet volume and function locus at chromosome 7q22.3

Cell-specific open chromatin regions are likely to play a regulatory role in modulating gene expression in a cell-specific manner. Sequence variants in such NDRs have the potential to impact cell-specific traits, for example MPV. As a proof of principle, we investigated the 65-kb locus associated with mean platelet volume and function at chromosome 7q22.3 (Figure 1A), which harbors a MK-specific NDR as described above. The recombination interval exhibited a total of six distinct NDRs (Figure 1B), two of which are common to both cell types located at an evolutionary conserved element 10 kb upstream of the GWA index SNP rs342293 and at the promoter region of *FLJ36031*, three of which are specific to EB cells and one of which is specific to MK cells. The latter NDR contained SNPs associated with MPV: rs342293 (MAF=0.48, Phase II+III HapMap, CEU) and its best proxy rs342294 (r^2^=1.0, MAF=0.48, Phase II+III HapMap, CEU). Data from the 1000 Genomes Project [19] (Pilot 1, CEU) revealed 34 SNPs in LD (r^2^≥0.8) with rs342293, and confirmed that only rs342293 and rs342294 fall into the MK-specific NDR. This NDR was absent in both FAIRE-chip data sets (8 and 12 min formaldehyde cross-linking conditions) in EB cells (Figure 1C). Irrespective of LD to rs342293, there are no sequence variants reported by the 1000 Genomes Project (Pilot 1, CEU) within sites of open chromatin at the recombination interval in MK cells.

**Figure 1:**
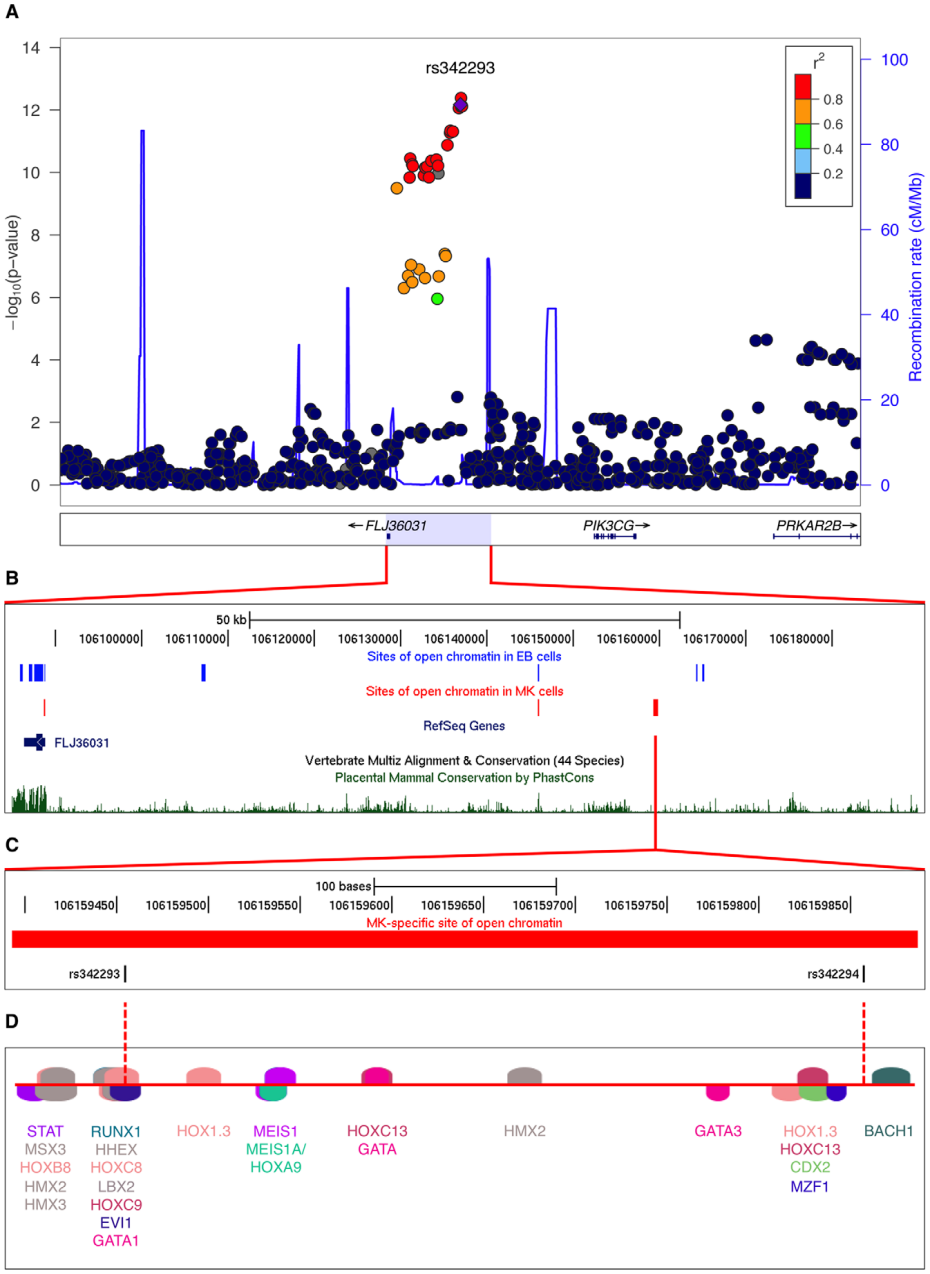
Functional follow-up of the 7q22.3 locus associated with platelet volume and function. (A) Regional plot of the 7q22.3 locus showing data from the discovery GWA meta-analysis as reported by Soranzo et al. The SNP rs342293 is indicated in purple (*P*=6.75×10^−13^).Values for r^2^ are based on the 1000 Genomes Project (Pilot 1, CEU). The data was plotted with LocusZoom v1.1 (http://csg.sph.umich.edu/locuszoom/). (B) Sites of open chromatin marked by FAIRE across the locus in the CHRF-288-11 (MK) and K562 (EB) cell lines (data uploaded as UCSC Genome Browser custom tracks). (C) Site of open chromatin found in MK but not EB cells harboring the common variants rs342293 and rs342294. (D) *In silico* annotation of transcription factor binding sites at the open chromatin region described in (C).The predicted binding events are shown as transcription factor matrices (MatInspector v8.01). Note that some predicted binding sites are overlapping and not visible.

Next, we performed an *in silico* analysis of transcription factor binding sites at the 7q22.3 locus (Table S4). Of the 34 SNPs in LD with rs342293, four (rs342240, rs342247, rs342292 and rs342293) disrupt an *in silico* predicted transcription factor binding site. However, only rs342293 is located within an experimentally verified site of open chromatin in MK cells. Among these four SNPs, rs342293 is the most strongly associated with mean platelet volume [16].

The SNP rs342293 is located within overlapping predicted binding sites for the transcription factors BARX2, EVI1, GATA1, HHEX, HOXC8, HOXC9 and LBX2 (Figure 1D). Based on the HaemAtlas data, of these seven transcription factors only EVI1, GATA1 and HHEX are expressed in megakaryocytes (Figure S5B). The C>G substitution leads to disruption of the predicted binding sites of EVI1 and GATA1 (Figure 2A). It is worth noting that *in silico* analysis predicted a RUNX1 transcription factor binding site only 5 bp apart from the EVI1-like binding site.

**Figure 2:**
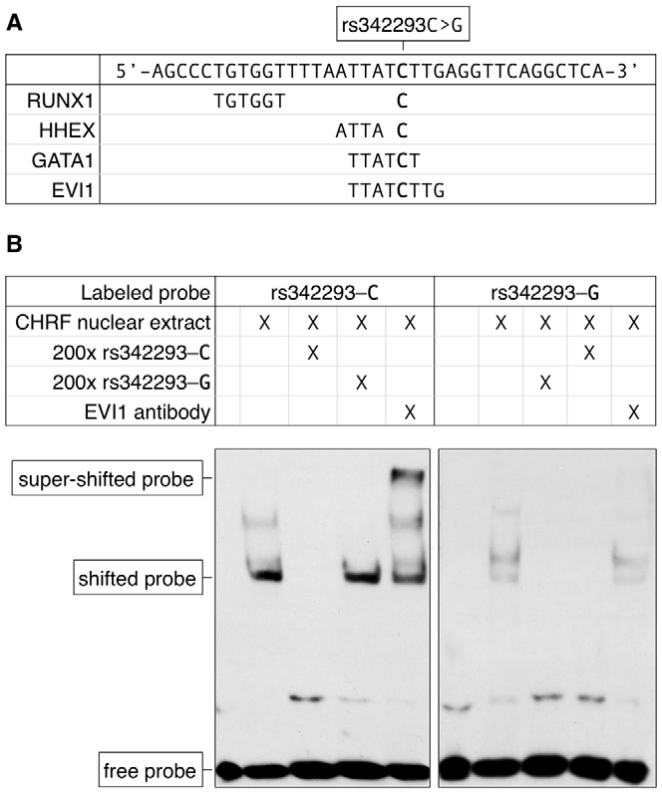
The effect of rs342293C>G on transcription factor binding. (A) Nucleotide sequence of the synthetic probe harboring rs342293 and *in silico* prediction of transcription factor binding sites. The major (C-) allele of rs342293 is shown in bold. The minor (G-) allele of rs342293 is predicted to disrupt the binding motifs of the transcription factors GATA1 (− strand) and EVI1 (−). RUNX1 (+) and HHEX (+) transcription factor binding sites are predicted to be located 9 bp and 1 bp apart from rs342293, respectively. (B) Electrophoretic mobility shift assays (EMSA) in nuclear extracts from the megakaryocytic cell line CHRF-288-11 showed differential binding of the two alleles of rs342293. Competition reactions were performed with a 200-fold molar excess of unlabeled probes. Only the probe harboring the reference allele was able to shift the protein-DNA complex when incubating with EVI1 antibodies. Supershift experiments using GATA1 and RUNX1 antibodies are shown in Figure S6.

To obtain the full spectrum of sequence variation at this region, we sequenced the NDR (chr7:106,159,393–106,159,887; 494 bp) in 643 healthy individuals. No other common or low-frequency variants were detected, although a rare, possibly private, SNP was detected in one individual as a heterozygous position (chr7:106,159,601; A>C) located in a polyA-region (Table S5). Based on the above evidence and the absence of any additional common or low-frequency sequence variant at the MK-specific NDR, rs342293 remains as the only likely putative functional candidate underlying the MPV association signal at the 7q22.3 locus. However, it cannot be excluded that additional functional variants may exist outside NDRs and exert their function through, for example disruption of a yet to be identified transcription factor binding site or modulation of DNA methylation.

### The alleles of rs342293 differentially bind the transcription factor EVI1

We then performed electrophoretic mobility shift assays (EMSA) in nuclear extracts from the megakaryocytic cell line CHRF-288-11. We observed a band shift with probes surrounding rs342293 for both the ancestral allele rs342293-C and the alternative allele rs342293-G (Figure 2B). However, the bands were unequally shifted suggesting differential protein binding properties at this position depending on the allele of rs342293. The specific unlabeled competitors supported specificity of the retarded bands. Further, our results suggested superior protein binding to the probe containing the C-allele. With supershift experiments using an EVI1 antibody, we confirmed binding of EVI1 to probes containing the ancestral C-allele, but not to those harboring the alternative G-allele. Supershift experiments with a GATA1 antibody did not support *in vitro* binding of GATA1 transcription factors to this site. We also confirmed RUNX1 transcription factor binding *in vitro* by demonstrating a supershift for both probes with a RUNX1 antibody (Figure S6). We validated these findings by performing chromatin immunoprecipitation combined with next-generation DNA sequencing (ChIP-seq) with GATA1 and RUNX1 antibodies in primary human megakaryocytes. We observed no significant GATA1 but weak RUNX1 binding at this locus further corroborating the EMSA results (Figure S7).

### The SNP rs342293 is associated with *PIK3CG* transcript levels in platelets and macrophages

Soranzo et al. investigated the association of rs342293 with transcript levels of all known genes within 1 Mb of the GWA index SNP (Figure S5C) in platelets and reported a weak expression QTL (eQTL) association with *PIK3CG* transcript levels (permutation *P*=0.047) [20]. We replicated this finding in an independent sample cohort of 24 healthy individuals showing the same genotypic effect (*P*=0.0542; Figure 3A). In both sample cohorts, none of the other genes within the 1-Mb interval, *PRKAR2B*, *HBP1*, *PBEF1* and *COG5*, had a statistically significant eQTL with rs342293 (*P*>0.1; data not shown). Next, we assessed the *PIK3CG*-eQTL in three different types of white blood cells, macrophages, monocytes and B cells (lymphoblastoid cell line, LCLs), as well as in different tissues, fat and skin (Table S6). We observed a genotypic effect on *PIK3CG* transcript abundance in macrophages (*P*=0.0018; Figure 3B), but not in monocytes and LCLs. Further, we did not observe an association in fat and skin tissues. Our data strengthened the evidence of rs342293 modulating *PIK3CG* transcript levels in platelets and showed that this eQTL is also present in macrophages.

**Figure 3:**
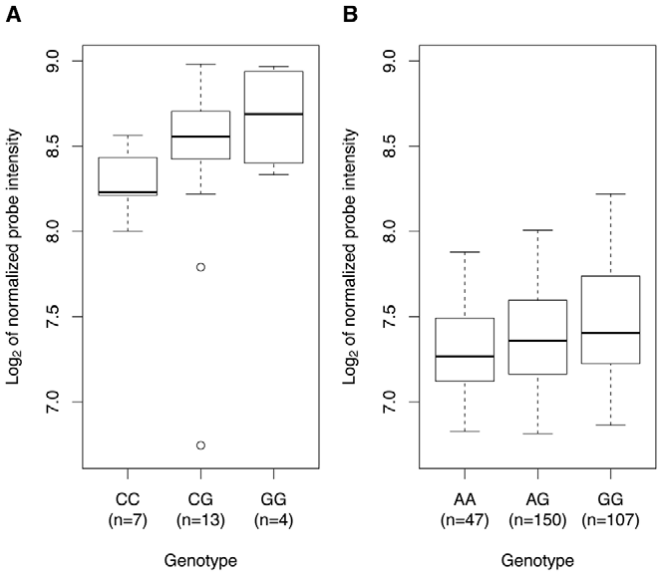
Association of rs342293 genotypes with *PIK3CG* transcript levels in platelets and macrophages. In platelets (A) and macrophages (B), we observed a genotypic effect on *PIK3CG* transcript levels (*P*=0.0542 and *P*=0.0018, respectively). The associations are presented as box-and-whisker plots. In macrophages, the proxy-SNP rs342275A>G (r^2^=0.94, Phase II HapMap, CEU) was used for the eQTL analysis.

### Gene expression profiles in whole blood of *Pik3cg* ^−/−^ mice

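Whole blood was taken from 3 *Pik3cg-/-* mice, which lack the catalytic subunit of phosphoinositide 3-kinase γ, and from 3 wild type mice of the C57BL/6J Jax strain; all 6 were females of 13 to 16 weeks. The knockout line derives from 129 and C57BL/6J mice and was backcrossed to the latter before it was kept as a closed colony. The wild type mice are not described as littermates. The 3 mice of each group are called A, B and C, and the sources used here do not say that the letters pair a knockout mouse with a wild type mouse. The arrays do not check the genotype, because both *Pik3cg* probes lay near or under background. Probe ILMN_1227086 was detected on 2 of 6 arrays in each group and had a log2 intensity of 7.20 ± 0.24 (SD, n = 3) in knockout mice and 6.94 ± 0.21 (SD, n = 3) in wild type mice. This is a log2 fold-change of 0.26 (standard error 0.19, adjusted p = 0.469 from limma). Probe ILMN_2564205 was undetected on all 12 arrays, so no fold-change is given for it, and the sources used here do not say which part of the gene is replaced.

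RNA of each mouse was labelled and hybridized in technical duplicate to Illumina MouseWG-6 v2 arrays with 45281 probes. At a detection p under 0.01, the 6 wild type arrays detected 4648 to 4995 probes. The arrays of knockout mouse A detected 5511 and 4596 probes, those of mouse B 4176 and 4644, and those of mouse C 3558 and 3696. The standard deviation between the technical duplicates of a mouse was 0.246 to 0.250 on the log2 scale in wild type mice and 0.296 to 0.329 in knockout mice. The authors subtracted background, applied a variance-stabilizing transformation and quantile normalized the arrays with lumi. Here, the background-subtracted signals before that transformation were corrected with limma's neqc (offset 16) and quantile normalized, and the 2 arrays of each mouse were averaged. The 5498 probes with a detection p under 0.01 on at least 3 of 12 arrays were tested with limma, and p was adjusted by the Benjamini-Hochberg method. A gene with several probes is represented by its brightest, which gave 3849 genes. The core genes of the network are an exception, described with them. With 3 mice against 3, an exact two-sided permutation test cannot give a p below 0.1, and the number of arrays limits the precision of each value.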

To further our understanding of the role of PIK3CG in platelets, we performed whole-genome gene expression profiling in whole blood of *Pik3cg* knockout mice. We identified 220 differentially expressed genes between knockout (n=3) and wild type mice (n=3) with a fold-change of at least ±1.5 (Table S7). 

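The 10 called rises and 10 called falls with the largest fitted values, taking the brightest probe of each gene, were in genes of unlike function. For 14 of the 20 the fitted value rests on a group that was undetected on all of its arrays, so their order and exact size are not established. *Fgfr1op2* was detected on 1 of 6 knockout arrays and *Mscp-pending* on 1 of 6 wild type arrays, so their exact sizes are not established either. *Cap1*, which encodes an actin-binding protein, rose by 4.22 on the log2 scale (standard error 0.18, adjusted p = 1.02e-05 from limma, n = 3 mice per group). The immunoglobulin heavy chain gene *Igh-VJ558* rose by 3.30, and its other probe by 3.07. The transcripts *LOC331507* and *BC018473* rose by 2.85 and 2.83. *Fancl*, a ubiquitin ligase of the Fanconi anemia pathway, rose by 2.44, and its other probe by 2.26. *Hyi* rose by 2.07, *Sptb*, the β-spectrin of the red cell membrane skeleton, by 1.72, *Acsl1*, a long-chain acyl-CoA synthetase, by 1.71, the sorting receptor *Sorl1* by 1.68 and *Mscp-pending* by 1.64. Among the falls, *Fgfr1op2* fell by 4.47 (standard error 0.17, adjusted p = 1.02e-05), and its other probe fell by 1.66. *Emb*, which encodes the cell surface glycoprotein embigin, fell by 4.34, *Cib3* fell by 3.40 and *A530055J02Rik* fell by 2.68. *F2rl2*, the protease-activated receptor 3 of mouse platelets, fell by 2.55. Lower by less were *2610035D17Rik* (−1.91), the mitochondrial peroxidase gene *Prdx3* (−1.85), *Adap1* (−1.85), *Agtrap* (−1.85) and *Itga6*, the integrin α6 chain (−1.84). Adjusted p of these 10 rises and 10 falls ran up to 0.0322, for *Acsl1*. In each of these genes all 3 knockout mice lay on the same side of all 3 wild type mice, as the rule for naming them required. When the processing was varied or a mouse was left out, *Acsl1* and *Adap1* passed in 14 of 23 settings each, fewer than any other of these genes.

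For these 14 genes only a bound on the fold-change can be given. Dimmer probes of *Actb*, *G3bp2*, *Slc25a37*, *St6galnac2* and *Vrk2*, noticed after their values were seen, had called rises of this size as well and are not ranked here. Against the lowest detected signal of each array, *Cap1* was at least 6.34-fold higher, *Fancl* at least 2.97-fold, *Sorl1* at least 2.47-fold, *BC018473* at least 2.05-fold and *Hyi* at least 1.94-fold. *Emb* was at least 5.96-fold lower, *F2rl2* at least 2.80-fold, *Cib3* at least 2.71-fold, *Adap1* at least 1.75-fold, *A530055J02Rik* at least 1.72-fold, *Agtrap* at least 1.59-fold, *Itga6* at least 1.50-fold, *Prdx3* at least 1.35-fold and *2610035D17Rik* at least 1.13-fold. The other probes of *Igh-VJ558*, *Fancl* and *Fgfr1op2* had an undetected group too, with changes of at least 4.19-fold, 2.31-fold and 1.63-fold. *Fancl*, *BC018473*, *Prdx3* and *Cib3* each lie next to another called gene in the order of measured genes on GRCm38.p6.

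In all, 150 of 5498 probes passed an adjusted p under 0.05 from limma, 79 of them higher and 71 lower, in 129 named genes. At an unadjusted p under 0.05, 1157 probes passed. The 3 knockout mice lay on the same side of the 3 wild type mice in all 150 called probes and in 27.8% of all probes tested, where chance gives 10%. By fold-change alone, 815 probes were at least 1.5-fold different, 335 higher and 480 lower. The number of called probes was 41, 40 and 43 without wild type mouse A, B or C, 46 and 136 without knockout mouse B or C, and 344 without knockout mouse A. With arrays scaled to a common 75th percentile, which moved the median of all probes to −0.19, it was 307, of which 67 were higher and 240 lower.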

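Transcripts of blood coagulation genes that are detectable in whole blood were lower in knockout mice. Of 26 coagulation factors and their regulators, listed before the data were examined, 4 had a probe above background. These were *Vwf*, which encodes the carrier of factor VIII, *F5*, which encodes coagulation factor V, *Pros1*, which encodes the anticoagulant protein S, and *F13a1*, which encodes the A subunit of the fibrin-crosslinking factor XIII. All 4 were at least 1.5-fold lower in knockout mice, against 341 of the 3845 other genes (Fisher's exact test, two-sided, adjusted p = 0.000381). This test counts genes as independent, but the 4 varied together between mice (estimated correlation 0.88), so its p does not measure that spread. *F13a1* had a log2 intensity of 7.04 ± 0.49 (SD, n = 3) in knockout mice and 8.28 ± 0.37 (SD, n = 3) in wild type mice, a log2 fold-change of −1.24 (standard error 0.28, adjusted p = 0.0572 from limma). *Pros1* had a log2 fold-change of −1.19 (standard error 0.43, adjusted p = 0.164 from limma). None of the 4 genes passed an adjusted p under 0.05 over all probes, and all 4 passed it when adjusted over the list alone. In knockout mice A, B and C the list lay at a median of −2.29, −1.00 and −0.83 from the wild type mean. Its median log2 fold-change was −1.36 (adjusted p = 0.00201 from camera with a preset correlation of 0.01). With an estimated correlation the adjusted p was 0.580, and without a filter on dim probes the camera call was lost too (adjusted p = 0.878). Table S7 holds 3 of the 4 genes, so the list is not independent evidence of its direction. The enrichment test covered 24 fixed lists in each direction, and 10 of these 48 comparisons passed. The ontology terms and the tool behind Table S8 were not used here.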

Functional ontology classification of these genes (Table S8) revealed enrichment for ‘regulation of biological characteristic’, e.g. cell size and volume (GO term: 0065008; *P*=2.97×10^−14^), and ‘blood coagulation’ (GO term: 0007596; *P*=7.87×10^−12^). 

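Genes of the platelet receptor for von Willebrand factor and *Vwf* itself were lower in each of the 3 knockout mice than in any wild type mouse. *Gp1bb*, *Gp5* and *Gp9* encode chains of this receptor, *Gp6* encodes the platelet collagen receptor glycoprotein VI, and *Vwf* encodes the ligand, which megakaryocytes store. The log2 intensity of *Gp5* was 9.44 ± 1.14 (SD, n = 3) in knockout mice and 11.50 ± 0.35 (SD, n = 3) in wild type mice, a log2 fold-change of −2.05 (standard error 0.49, adjusted p = 0.0677 from limma). *Vwf* was 9.53 ± 1.15 in knockout and 11.24 ± 0.50 in wild type mice, with a log2 fold-change of −1.71 (standard error 0.52, adjusted p = 0.118). *Gp1bb* was 9.11 ± 1.35 and 10.68 ± 0.36, with −1.58 (standard error 0.57, adjusted p = 0.165). *Gp9* was 10.23 ± 1.09 and 11.40 ± 0.35, with −1.17 (standard error 0.48, adjusted p = 0.206). *Gp6* had a log2 fold-change of −1.49 (standard error 0.52, adjusted p = 0.155). The array's annotation lists no probe for *Gp1ba*, and none of the other 5 genes has another probe above background.

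Knockout mouse A had the lowest value of the 6 mice for each of the 5 genes. Averaged over the 5 genes, mice A, B and C lay −2.96, −1.06 and −0.78 from the wild type mean on the log2 scale, and the wild type mice lay between −0.38 and 0.35. The mean difference was −1.60 (exact permutation test, two-sided, p = 0.1, the smallest p that 3 mice against 3 allow). The standard deviation of this mean was 1.18 among knockout mice and 0.37 among wild type mice. None of the 5 genes passed an adjusted p under 0.05 over all probes, and all 5 passed it when adjusted over the list alone, which is not independent evidence because the paper chose these genes on these samples. Without mouse A the mean difference was −0.92.

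**Figure D1:**
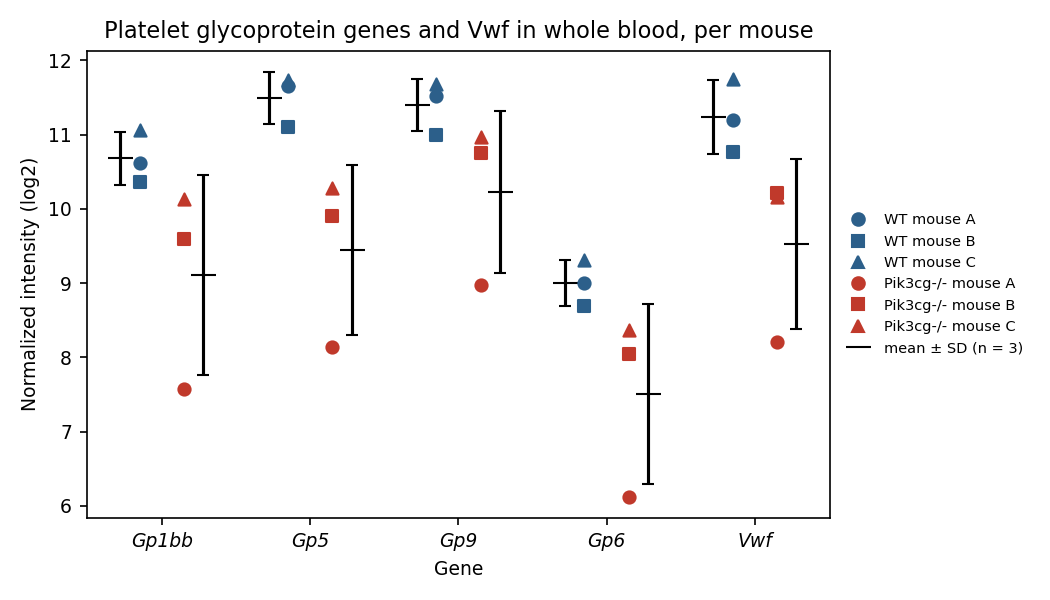
Normalized log2 intensity (vertical axis) of *Gp1bb*, *Gp5*, *Gp9*, *Gp6* and *Vwf* in whole blood of 3 wild type (blue) and 3 *Pik3cg-/-* (red) mice, 1 point per mouse, with the mean and SD of each group beside the points. For each gene the 3 knockout mice lie below the 3 wild type mice, and mouse A is the lowest.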

Notably, this gene list includes *Gp1bb* (fold-change of −2.203 in *Pik3cg^−/−^* compared to wild type mice), *Gp5* (−3.211), *Gp9* (−0.996), *Gp6* (−0.711) and *Vwf* (−1.381). All five genes are transcribed in the megakaryocytic lineage in humans, based on the HaemAtlas data. The platelet glycoproteins GP1BB, GP5 and GP9, together with GP1BA constitute the platelet membrane receptor for the plasma protein Von Willebrand Factor (VWF), which is encoded by *VWF* [21].

### Canonical pathway enrichment analysis and protein–protein interaction network

To explore the signaling pathways of PIK3CG in humans, we analyzed 191 human orthologs of the 220 differentially expressed genes between *Pik3cg^−/−^* and wild type mice. 

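Transcripts of platelet granule proteins and of the platelet cytoskeleton and signalling proteins were lower in the blood of knockout mice. Of 11 measured granule genes, 9 were at least 1.5-fold lower (Fisher's exact test, two-sided, adjusted p = 2.53e-07) and none was at least 1.5-fold higher. Fisher's test counts genes as independent, but those of this list varied together between mice (estimated correlation 0.71). Its p therefore does not measure the spread between mice, here or for the lists below. *Ppbp*, the platelet basic protein, had a log2 fold-change of −1.36 (standard error 0.44, adjusted p = 0.132 from limma), *Pf4*, platelet factor 4, of −0.64 (standard error 0.33, adjusted p = 0.303) and *Srgn*, the granule proteoglycan serglycin, of −0.46 (standard error 0.15, adjusted p = 0.134). None of the 11 passed over all probes, and 9 were lower when adjusted over the list alone. Of 23 measured genes of the platelet cytoskeleton and signalling, 15 were at least 1.5-fold lower (adjusted p = 8.78e-10) and none was at least 1.5-fold higher. *Prkar2b*, a regulatory subunit of protein kinase A, fell by 1.79 (adjusted p = 0.0267) and *Rgs18*, a regulator of G-protein signalling, fell by 1.29 (adjusted p = 0.0295); these 2 genes were singled out after their values were seen. *Prkar2b* lies next to *Pik3cg* in the order of measured genes on GRCm38.p6, so its fall is not separated from DNA linked to the knockout allele. The brightest probes of the other 21 did not pass over all probes, among them *Alox12*, the platelet 12-lipoxygenase (−1.16), *Rgs10* (−1.01), the tropomyosin gene *Tpm4* (−0.76) and *Zyx*, zyxin (−0.65), and 6 genes were lower when adjusted over the list alone. A dimmer *Tpm4* probe, ILMN_2571616, did pass (−1.43, adjusted p = 0.00874; undetected in knockout mice and at least 1.11-fold lower). The median log2 fold-change was −1.24 for the granule list and −0.98 for the cytoskeleton and signalling list (adjusted p = 1.85e-05 and 6.07e-06 from camera). With an estimated correlation both camera calls were lost (adjusted p = 0.580 for each).

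The share of other blood cells' transcripts was measured beside them. In knockout mice A, B and C, the granule list lay at a median of −2.26, −0.94 and −0.74 from the wild type mean, and the cytoskeleton and signalling list at −1.82, −0.54 and −0.53. Of 10 measured genes of the red cell membrane, 7 were at least 1.5-fold higher (adjusted p = 2.64e-06) and 1 was at least 1.5-fold lower. *Sptb* and the red cell membrane gene *Dmtn* (0.95, adjusted p = 0.0319, singled out after its value was seen) rose, and the other 8 did not pass over all probes, among them *Epb41*, protein 4.1 (1.12), *Tspan33* (0.62) and *Slc4a1*, the anion exchanger band 3 (0.19). When adjusted over the list alone, 7 were higher and 1 was lower, the water channel gene *Aqp1*, singled out after its value was seen (−0.74, adjusted p = 0.177 over all probes). The list's median was 0.59, 0.64 and 1.22 in mice A, B and C, and its camera adjusted p was 0.000353, and 0.580 with an estimated correlation. Of 15 measured monocyte genes, 6 were at least 1.5-fold lower (adjusted p = 0.00593) and none was at least 1.5-fold higher, but the list's camera call (adjusted p = 0.00931) was lost with an estimated correlation (0.822), without wild type mouse A (0.327) and without knockout mouse B (0.0521), over a range of 2.2e-05 to 0.822 with camera. Its medians in knockout mice A, B and C (−0.35, −0.60 and −0.24) overlapped with those in wild type mice (0.52, −0.04 and −0.43). Lists of neutrophils, B cells, T cells and NK cells did not pass (adjusted p = 0.636, 0.636, 0.263 and 0.389 from camera). Of the granule list 7 genes, of the cytoskeleton and signalling list 14 and of the red cell membrane list 4 are in Table S7, so these lists are not independent of it. The curated gene sets of the paper's pathway analysis were not used here.

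**Figure D2:**
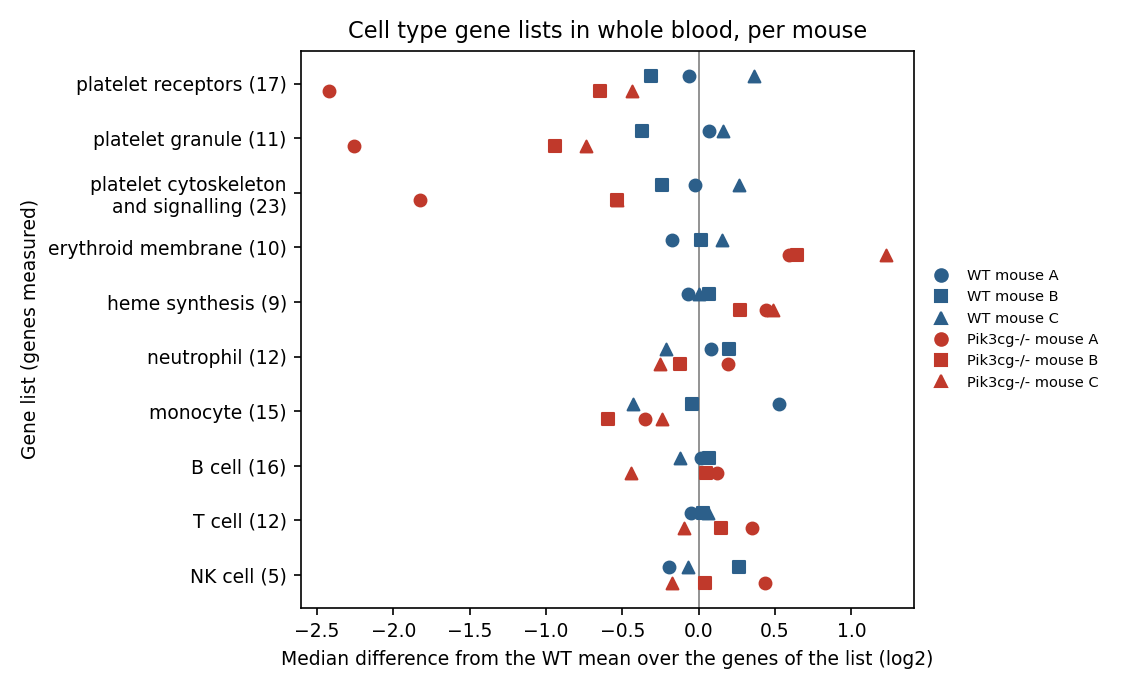
Median difference from the wild type mean (log2, horizontal axis) over the measured genes of 10 lists of blood cell transcripts, 1 point per mouse, with wild type mice in blue and *Pik3cg-/-* mice in red. The 3 platelet lists lie lower in all 3 knockout mice than in any wild type mouse, most in mouse A, and the red cell membrane list lies higher.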

Canonical pathway enrichment analysis based on the curated gene sets of the Molecular Signatures Database (MSigDB) v3.6 [22] revealed that the top six enriched gene sets were related to platelets: ‘platelet degranulation’ (*P*=3.44×10^−8^), ‘platelet activation’ (*P*=5.05×10^−8^), ‘formation of platelet plug’ (*P*=2.85×10^−7^), ‘hemostasis’ (*P*=7.48×10^−6^), ‘formation of fibrin clot and clotting cascade’ (*P*=1.39×10^−5^) and ‘platelet adhesion to exposed collagen’ (*P*=1.86×10^−5^).

We constructed a protein-protein interaction network centered on the proteins encoded by the 191 transcripts described above. First-order interactors of these ‘core’ proteins were obtained from Reactome, an open-source manually curated database of human biological pathways [23], [24]. We filtered interactors on their expression levels in MK cells (Materials and Methods). 

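Of the 62 core genes of the network in Dataset S1 other than *PIK3CG*, each has a mouse probe in Table S7, and 21 were higher and 41 lower in knockout mice. Where Table S7 gives several probes for a core gene, the probe with the largest fold-change there was used, not the brightest. The counts of core genes thus favour the probe that changed most. In the largest connected component, 44 core genes have such a probe, 14 higher and 30 lower. Of the 44, 8 rose and 6 fell at an adjusted p under 0.05 from limma. Besides *Cap1*, *Fancl* and *Sptb*, the rises were *Actb*, β-actin (3.38), *E2f2*, a transcription factor of the cell cycle (1.61), *Myo6*, an unconventional myosin (1.51), the stress granule gene *G3bp2* (1.12) and *Tsc1*, an inhibitor of mTORC1 signalling (0.78). Besides *F2rl2* and *Prkar2b*, the falls were the glycogen phosphorylase gene *Pygb* (−1.46), the adaptor *Skap2* (−1.04), *Fam13b* (−0.93) and the 14-3-3 protein gene *Ywhaz* (−0.74). The probes of *Actb* differ: probe ILMN_2588055 rose by 3.34, and the brighter probes ILMN_1377923 and ILMN_2698799 had log2 fold-changes of 0.42 and 0.45, which did not pass (adjusted p = 0.164 and 0.277). Likewise, the brighter *E2f2* probes ILMN_2673776 and ILMN_2836137 had 0.41 and 0.50 and did not pass (adjusted p = 0.296 and 0.223). Core genes that did not pass over all probes include *Itgb5*, the integrin β5 chain (−1.27), *Vcl*, vinculin (−1.11), and *Ptpn11*, the phosphatase SHP2 (−0.88), all 3 singled out after their values were seen. Over all 62 core genes, 11 rose and 8 fell, and 21 were higher and 35 lower when adjusted over the list alone. The paper chose these genes by their fold-change on these samples, so neither count is independent evidence of their direction. Of all 62, 9, 7 and 8 passed without wild type mouse A, B or C, 8 and 16 without knockout mouse B or C, and 32 without knockout mouse A.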

The resulting network incorporated 45 core proteins centered on PIK3CG consisting of 642 nodes and 1067 edges (Figure 4).

**Figure 4:**
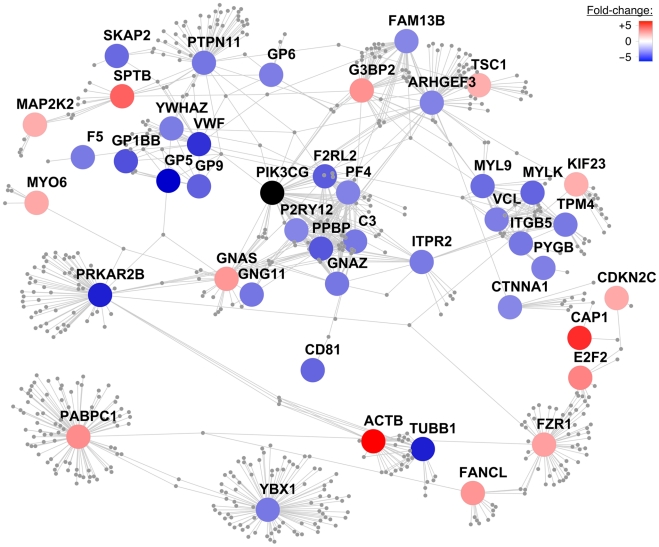
Protein–protein interaction network centered on PIK3CG. A protein-protein interaction network was constructed centering on the human orthologous proteins encoded by the 220 differentially expressed transcripts between *Pik3cg* knockout and wild type mice with a fold-change of at least ±1.5. The color of these ‘core’ proteins represents the fold-change of gene transcript levels between *Pik3cg^−/−^* and wild type mice on a continuous scale from over- (red) to underexpression (blue) of transcripts in knockout mice. Core proteins, which do not exhibit first-order interactors in the Reactome database and are disconnected from the largest connected component, are not shown. First-order interactors of PIK3CG that form network nodes and edges are shown in grey and were obtained from Reactome. Interactors that are not expressed in MK cells based on the HaemAtlas data are omitted. The resulting network consists of 45 core proteins with 642 nodes and 1067 edges.

## Discussion

The intersection of maps of open chromatin with variants identified through GWA studies can facilitate the search for underlying functional variant(s). We applied the FAIRE assay to generate a catalog of NDRs in a megakaryocytic and an erythroblastoid cell line at 62 selected genetic loci associated with hematological and cardiovascular traits. We provided evidence that open chromatin profiles exhibit distinct patterns among different cell types and that cell-specific NDRs can be useful in prioritizing regions for further functional analysis. As proof, we elucidated the molecular basis of the association with mean platelet volume and function at chromosome 7q22.3. We identified a NDR in MK but not EB cells containing the index SNP rs342293 for this association and demonstrated that the alleles of rs342293 differentially bind the transcription factor EVI1. Thus, to the best of our knowledge this is the first functional variant to be elucidated among the known platelet QTLs.

Expression QTL data in platelets and macrophages provided statistical support that rs342293 affects *PIK3CG* gene expression levels. *PIK3CG* is transcribed in megakaryocytes but only weakly expressed in erythroblasts [18], which is in agreement with the MK-specific properties of the identified NDR. However, additional work is required to scrutinize all possible targets of this regulatory module. The closest gene *FLJ36031*, which spans only 2 kb, has no reported protein product and function and requires further characterization. *PIK3CG* is located 134 kb downstream of rs342293 and encodes the phosphoinositide-3-kinase γ-catalytic subunit. The lipid kinase PIK3CG (PI3Kγ) is a member of the class I PI3Ks and catalyzes the conversion of phosphatidylinositol-4,5-bisphosphate (PtdIns(4,5)P2; PIP2) to phosphatidylinositol-3,4,5-trisphosphate (PtdIns(3,4,5)P3; PIP3) downstream of cell surface receptor activation [25]–[27]. In megakaryocytes and platelets, PIP3 is crucial in the collagen-induced regulation of phospholipase C and initiation of megakaryopoiesis and proplatelet formation [28]. Functional studies with *Pik3cg* knockout mice have indicated a role in wound healing [29], ADP-induced platelet aggregation and thrombosis [30], [31]. It is noteworthy that PIK3CG has also a prominent role in macrophage activation [27].

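Transcripts of platelet membrane receptors were lower in knockout mice, in a list that includes *Gp1bb*, *Gp5*, *Gp9* and *Gp6*. Of its 17 measured genes of platelet surface receptors, 13 were at least 1.5-fold lower (Fisher's exact test, two-sided, adjusted p = 8.78e-10) and none was at least 1.5-fold higher. This p takes genes as independent, although they varied together between mice (estimated correlation 0.66), and does not measure the spread between mice. Only *F2rl2* and *Itga6* fell at an adjusted p under 0.05 from limma over all probes, and 15 did not pass. *Treml1*, a receptor of platelet α-granule membranes, had a log2 intensity of 10.66 ± 1.03 (SD, n = 3) in knockout mice and 12.04 ± 0.38 (SD, n = 3) in wild type mice (log2 fold-change −1.38, standard error 0.46, adjusted p = 0.145). The tetraspanin gene *Cd9* had a log2 fold-change of −1.30 (standard error 0.53, adjusted p = 0.201). The median log2 fold-change of the 17 genes was −1.17, and −2.42, −0.65 and −0.44 in knockout mice A, B and C. The camera test gave an adjusted p of 1.85e-05, and 0.580 with an estimated correlation. Table S7 holds 10 of the 17 genes, so the list is not independent of it. Of 6 measured transcription factors of megakaryocytes and red cell precursors, none passed (median log2 fold-change 0.03, adjusted p = 0.846 from camera).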

Whole-genome gene expression profiling in *Pik3cg* ^−/−^ mice showed differential expression of genes involved in important platelet-related pathways compared to wild type mice, most notably *Vwf* and its platelet membrane receptor components. Our recent meta-analysis of GWA studies in 68,000 Northern Europeans showed that common sequence variation at the *VWF* and *GP1BA* loci exert an effect on platelet volume and counts, respectively (NS, unpublished data). This recent finding together with the established knowledge that Mendelian mutations in the genes encoding the platelet VWF (Von Willebrand disease, type 2; OMIM: 613554) and its receptor (Bernard-Soulier syndrome; OMIM: 231200) are causative of giant platelets, give biological credence to the observed effects of *Pik3cg* knockout on the transcription of these platelet genes. The protein-protein interaction network centered on PIK3CG highlighted additional proteins implicated in severe platelet disorders, including TUBB1 (macrothrombocytopenia, autosomal dominant, TUBB1-related; OMIM: 613112), F5 (factor V deficiency; OMIM: 612309) and P2RY12 (bleeding disorder due to P2RY12 defect; OMIM: 609821). Therefore, it is plausible to assume that differences in the *PIK3CG* transcript levels in humans, based on the different alleles of rs342293, may lead to changes in the abundance of platelet membrane proteins that are key regulators of platelet formation.

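*Tubb1*, the platelet β1-tubulin, was lower in all 3 knockout mice, at a log2 intensity of 11.30 ± 1.08 (SD, n = 3) against 12.87 ± 0.28 (SD, n = 3) in wild type mice. Its log2 fold-change was −1.57 (standard error 0.46, adjusted p = 0.114 from limma). *F5* was 7.62 ± 0.80 in knockout mice, where it was detected on 4 of 6 arrays, and 9.09 ± 0.11 in wild type mice (log2 fold-change −1.47, standard error 0.35, adjusted p = 0.0670). *P2ry12*, the platelet ADP receptor, was 9.24 ± 1.00 and 10.15 ± 0.11 (log2 fold-change −0.91, standard error 0.43, adjusted p = 0.265). In each of the 3 genes the knockout mice lay below the wild type mice, as chance alone gives in 10% of genes with either sign. Without knockout mouse A, *Tubb1* and *F5* passed (log2 fold-changes −0.95 and −1.04, adjusted p = 0.0335 and 0.0298), and *P2ry12* had −0.33. *F5* also passed without knockout mouse C (−1.83, adjusted p = 0.0253). From human variation at *VWF* and *GP1BA* that affects platelet volume and counts, and from inherited disorders of both with giant platelets, the paper reasons that the effects of the knockout on transcripts of *Vwf* and its receptor have biological credence. It proposes that allelic differences in *PIK3CG* transcript levels may alter the abundance of membrane proteins that regulate platelet formation.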

We previously showed an association of rs342293-G with decreased platelet reactivity in humans, assessed as the proportion of binding to annexin V and fibrinogen, as well as P-selectin expression, after activation of platelets with collagen-related peptide (CRP-XL) [20]. We also observed that rs342293 is likely to modify events downstream of signaling via the collagen signaling receptor glycoprotein VI, which is encoded by *GP6* [32]. A recent GWA study showed the same locus at chromosome 7q22.3 to be associated also with epinephrine-induced platelet aggregation [33]. The index SNP in that study, rs342286, and rs342293 are in high LD (r^2^=0.87, Phase II HapMap, CEU) making rs342293 the putative causative variant underlying both functional associations. The observation that platelet functional events triggered via an immunoreceptor tyrosine-based activation motif on the Fc receptor γ-chain (ITAM-FcR-γ) or G-protein-coupled receptor, for collagen and epinephrine, respectively, are both modified by differences in the *PIK3CG* transcript level is compatible with the notion that both signaling cascades require PIP3 and that silencing of *Pik3cg* in mice reduces the expression of the *Gp6* gene.

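*Gp6* encodes glycoprotein VI, the collagen receptor that signals through the Fc receptor γ-chain. Its probe was the dimmest of the platelet glycoprotein probes and was detected on all 6 wild type arrays and on 4 of 6 knockout arrays. The log2 intensity was 9.00 ± 0.31 (SD, n = 3) in wild type mice and 7.51 ± 1.21 (SD, n = 3) in knockout mice, with 6.13, 8.04 and 8.37 in mice A, B and C against 8.69 to 9.31 in wild type mice. The difference did not pass in limma over all probes. Without knockout mouse A, *Gp6* had a log2 fold-change of −0.80 (adjusted p = 0.0703 from limma). It passed in 3 of 23 settings, with arrays scaled to the 75th percentile, with all 12 arrays and with array weights, and over all settings its adjusted p ranged from 0.0210 to 0.492.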

Based on the above data, we propose a model (Figure 5) in which the DNA sequence containing the C- but not the G-allele of rs342293 binds the transcription factor EVI1, which acts as transcriptional repressor of *PIK3CG* in megakaryocytes and ultimately affects platelet phenotype.

**Figure 5:**
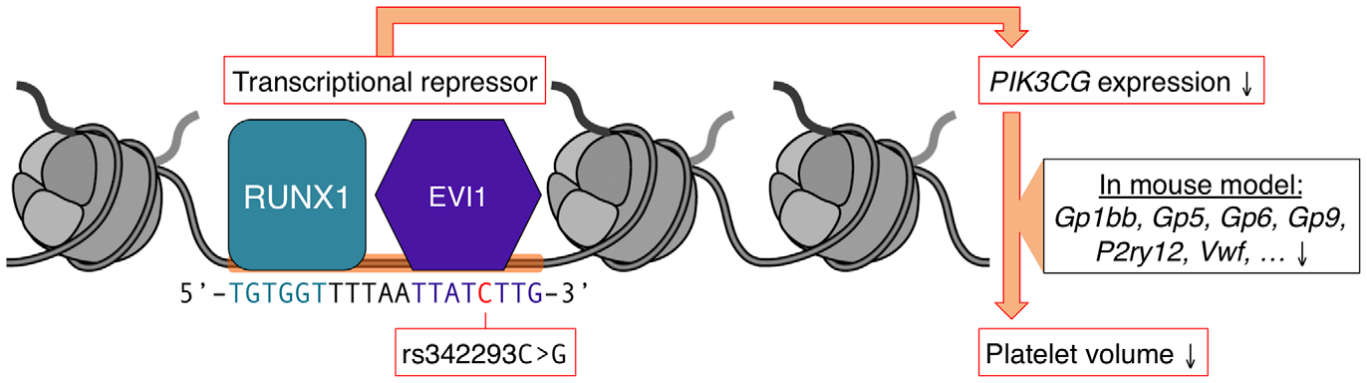
Model of the mechanism by which rs342293 may affect platelet volume. Based on our data, we propose that rs342293C>G affects EVI1 transcription factor binding at the megakaryocyte-specific site of open chromatin at chromosome 7q22.3. The underlying DNA sequence around rs342293 (indicated in red) is shown and transcription factor binding motifs for RUNX1 (green) and EVI1 (purple) are highlighted. The transcriptional complex of EVI1 is a well-described repressor of gene transcription. In platelets, individuals with homozygous rs342293-C have lower *PIK3CG* gene expression levels compared to subjects with homozygous rs342293-G. In *Pik3cg* knockout mouse models, transcripts that encode key proteins for platelet membrane biogenesis were found to be downregulated, which may ultimately affect platelet phenotype.

*EVI1* (ecotropic viral integration site-1) encodes a protein with two zinc-finger domains (ZF1 and ZF2), which feature distinct DNA-binding specificities [34]. EVI1 mainly promotes hematopoietic differentiation into the megakaryocytic lineage. EVI1 was frequently reported to be a repressor of transcription that has the potential to recruit diverse regulatory proteins. For example, EVI1 antagonizes the growth-inhibitory effect of transforming growth factor-β (TGF-β), a potent regulator of megakaryopoiesis [35], by interacting with SMAD3 via ZF1, and inhibiting SMAD3 from binding to DNA [36], [37]. EVI1 contains domains that interact with RUNX1 (Runt-related transcription factor 1), which is the α-subunit of the transcription factor CBF (core binding factor). The interaction of EVI1 with the DNA-binding domain Runt of *RUNX1* leads to the destabilization of the DNA-RUNX1 complex and subsequent loss of RUNX1 function [38].

By converting the read-out system from microarrays to high-throughput next-generation sequencing, genome-wide open chromatin profiles can be interrogated. This would scale up analysis to the whole genome generating a catalog of open chromatin profiles to annotate association loci identified in past and future GWA studies. Furthermore, resources such as the completed 1000 Genomes Project will make the requirement for resequencing any identified NDR redundant. However, access to cell types relevant to the studied trait is not always feasible and can be a limitation for functional studies. For instance, we did not observe any intersection of FAIRE peaks with variants associated with CAD/MI or hypertension indicating that cell types other than the megakaryocytic and erythroblastoid cell lines analyzed here may be more suitable.

In addition to rs342293, we identified six putative functional variants associated with hematological and cardiovascular traits that fall into open chromatin (Table 2). Follow-up functional studies of these variants will further test the applicability of the approach we have proposed here. For example, the MK-specific NDR containing rs2038479 was found to mark an alternative promoter of a dynamin 3 (*DNM3*) transcript with expression restricted to the megakaryocytic lineage (WHO, unpublished data). Correlation of signatures of open chromatin with experimentally determined transcription factor binding sites studied in different cell types can systematically and rapidly translate GWA signals into functional components and biological mechanisms, thus paving the way to clinical benefit.

## Materials and Methods

### Ethics statement

All human subjects were recruited with appropriate informed consent in Cambridgeshire and enrolled in the Cambridge BioResource (http://www.cambridgebioresource.org.uk/). The study has ethical approval from the NHS Cambridgeshire Research Ethics Committee. The care and use of all mice in this study was carried out in accordance with the UK Home Office regulations under the Animals (Scientific Procedures) Act 1986.

### DNA tiling microarray design

We designed a 385,000-oligonucleotide tiling array (Roche NimbleGen) using 72 known genetic loci associated with the traits listed in Table 1 (National Human Genome Research Institute catalog of published GWA studies, http://www.genome.gov/gwastudies/). We considered only genetic loci that reached genome-wide significance with the threshold of *P*<5×10^−8^ (or as otherwise indicated in Table S9A) in a GWA study conducted with individuals of Northern and Western European ancestry (CEU population). In addition, we selected genetic loci based on biological evidence, where there was suggestive evidence of association. For each locus, we included the entire genetic region of the index SNP as defined by recombination hotspots based on Phase II HapMap [39]. If a recombination interval exceeded 500 kb, we included the closest target gene ±10 kb. In order to assess patterns of cell type specificity, we included eight lineage-specific reference genes for each of megakaryocytes, erythroblasts and monocytes on the array (Table S9B). We selected these transcripts on the basis of their expression profiles (Figure S5D) [18]. The oligonucleotide (50–75-mer probes) tiling array provided a mean probe span of 23 bp and harbored only probes unique to the human genome (build: hg18, coverage: 79%). In summary, a total of 62 unique complex trait loci and 24 reference gene loci representing 9.59 Mb and 1.77 Mb of genomic DNA, respectively, were selected for the array design.

### Formaldehyde-assisted isolation of regulatory elements (FAIRE)

We performed FAIRE in the human cell lines CHRF-288-11 and K562 on tiling arrays. Both cell lines exhibit markers characteristic for megakaryocytes/platelets [40], [41] and erythroblasts [42], [43], respectively. CHRF-288-11 cells were maintained in RPMI-1640 medium, supplemented with 20% horse serum (heat-inactivated) and 1% L-glutamine-penicillin-streptomycin solution. K562 cells were maintained in RPMI-1640 medium, supplemented with 10% fetal bovine serum (non-heat-inactivated), 2 mM GlutaMAX-I and 1% L-glutamine-penicillin-streptomycin solution. Cells were grown at 37°C, 5% CO_2_ and 100% humidified atmosphere. FAIRE experiments were carried out as previously described [44]. Briefly, for each cell type, 20×10^6^ cells were cross-linked with 1% formaldehyde for 8 or 12 min. Chromatin was extracted and subjected to 12 sonication cycles (30 sec of high pulse, 30 sec of rest) using the Bioruptor UCD-200 (Diagenode). DNA fragments depleted of proteins (‘open chromatin’) were phenol-chloroform extracted and ethanol precipitated. The samples were treated with RNase A and cleaned-up using the MinElute PCR Purification Kit (QIAGEN). A DNA amplification step was not applied.

### Detection of FAIRE DNA

DNA extracted from cross-linked cells (FAIRE, input sample) and uncross-linked cells (reference sample) were labeled with Cy5 and Cy3 dye, respectively, and subsequently co-hybridized to the tiling array. Dual-color sample labeling, array hybridization, washing and scanning were performed using the dual-channel microarray platform by Roche NimbleGen according to the manufacturer's protocol (NimbleGen Arrays User's Guide, ChIP-chip Analysis v4.1).

### FAIRE data analysis

Experimental data were analyzed using the software NimbleScan v2.5 (Roche NimbleGen). The two-channel raw signal intensities were scaled between channels by subtracting the Tukey bi-weight mean for the log_2_-ratio values for all features from each log_2_-ratio value. In the scaled log_2_-ratio data, peaks were identified using a sliding window approach [45]. For each chromosome, the log_2_-ratio cut-off value was calculated as the percentage of a hypothetical maximum (*P*_max_=arithmetic mean+6× standard deviation). The peak finding process was repeated using a series of log_2_-ratio cut-off values from *P*_start_ to *P*_end_. The following settings for the peak-finding analysis were applied: sliding window: 300 bp; min. probes>cut-off in peak=4; all probes in peak>cut-off=2; *P*_start_=90%, *P*_end_=15%, *P*_step_=0.5, number of steps: 100. Log_2_-ratio and peak data sets were displayed as UCSC Genome Browser (http://genome.ucsc.edu/) custom tracks. For the genomic characterization of FAIRE peaks, we extracted all annotation from the Ensembl database v54 (build: hg18). Proxy-SNPs to reported GWA index SNPs were gathered using the Genome-wide Linkage Disequilibrium Repository and Search Engine (GLIDERS) [46], with the following settings: Phase II HapMap v23 (CEU); MAF limit≥0.05; r^2^ limit≥0.8; no distance limits. The FAIRE microarray data sets are available online in the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE25716.

### Capillary DNA sequencing

DNA samples from a total of 643 individuals of Northern European ancestry were subjected to capillary DNA sequencing of the targeted locus at chromosome 7q22.3. Details of the sequencing protocol are described online (http://www.sanger.ac.uk/resources/downloads/human/exoseq.html). DNA was amplified by PCR and applied to bi-directional sequencing using Big Dye chemistry on 3730 DNA sequencers (Applied Biosystems). We used the following primer pairs (for two sequence-tagged sites): 5′-TGG AAA ATT ACA AAA GTC CCA AA, 5′-GAG AAA GGA TCA TGA GGG AGA A; and 5′-ACA AAA GTC CCA AAA TTT CAC A, 5′-GAG AAA GGA TCA TGA GGG AGA. The resulting products map to the following genomic location: chr7:106,159,328–106,159,998 (671 bp) and chr7:106,159,337–106,159,998 (662 bp). Pre-processed sequence traces were analyzed using the semi-automated analysis software ExoTrace, developed at the Wellcome Trust Sanger Institute (http://www.sanger.ac.uk/resources/downloads/human/exoseq.html). Potential SNP positions were indicated by the software and then reviewed manually.

### Transcription factor binding site analysis

*In silico* transcription factor binding sites were predicted using the software MatInspector v8.01 [47], with the following parameters: matrix group: vertebrates; core=1.00; matrix=optimized+0.02; tissue: hematopoietic system.

### Electrophoretic mobility shift assay (EMSA)

Nuclear extract was prepared from CHRF-288-11 cells with the NE-PER Nuclear and Cytoplasmic Extraction Reagents (Thermo Fisher Scientific). Oligonucleotides were designed based on the genomic sequence surrounding rs342293; the SNP position is shown in bold: 5′-biotin-AGC CCT GTG GTT TTA ATT AT**C/G** TTG AGG TTC AGG CTC A. Competitor probes were prepared without biotin tags. The labeled strands were annealed with the unlabeled complementary strands using a standard protocol. All oligonucleotides were provided by Sigma-Aldrich. We performed gel mobility shift assays with the LightShift Chemiluminescent EMSA Kit (Thermo Fisher Scientific) according to the manufacturer's protocol. Each 20-µl binding reaction contained 1× binding buffer, 75 ng/µl poly(dI/dC), 2.5% glycerol, 0.05% NP-40, 87.5 mM KCl and 6.25 mM MgCl_2_. For competition assays, we used 200-fold molar excess of the unlabeled probe. Reactions were incubated for 2 hr at room temperature. Supershift experiments were performed with EVI1 (sc-8707 X, Santa Cruz Biotechnology), GATA1 (ab28839, Abcam) and RUNX1 (sc-28679 X, Santa Cruz Biotechnology) antibodies.

### Expression QTL analysis

Gene expression profiling and genotypic data sets were obtained from different sources depending on the studied cell type. RNA from all studied cell types was isolated using a TRIZOL standard protocol. Total RNA was quantified using the NanoDrop (Labtech International) and quality-checked using the 2100 Bioanalyzer (Agilent Technologies). Standard protocols were applied to generate biotinylated cRNA and hybridize to Illumina BeadChips (platelets: HumanWG-6 v2; macrophages/monocytes: HumanRef-8 v3; LCLs/fat/skin: HumanHT-12 v3). Then, arrays were washed and scanned. All experimental procedures were carried out according to the manufacturer's protocol. Even though different versions of Illumina platforms were used, the probe for *PIK3CG* is the same across all chips (probe-ID: ILMN_1770433). Genotyping was performed on DNA extracted from whole blood using TaqMan (Applied Biosystems) SNP genotyping assays (platelets study) and Illumina SNP arrays (macrophages/monocytes study: Human 1.2M-Custom and Human 670-Quad-Custom; LCLs/fat/skin study: Human 1M-Duo) following the manufacturer's instructions. Expression QTL analysis with rs342293 or its proxy-SNP was performed with the software Genevar (Gene Expression Variation) using a window of ±1 Mb centered on the SNP [48]. The strength of the relationship between alleles and gene expression intensities was estimated using Spearman's rank correlation and reported as nominal *P*-values.

### Whole-genome gene expression profiling of *Pik3cg^−/−^* mice

*Pik3cg* knockout mice were obtained from sources previously described [49], backcrossed onto the C57BL/6J Jax genetic background for eight generations (B6J;129-Pik3cg*^tm1Pngr^*) and then maintained as a closed colony by intercrossing from within the colony (C57BL/6J Jax contribution: 99.6%). We performed PCR genotyping using a standard protocol with the following primer pairs: 5′-TCA GGC TCG GAG ATT AGG TA, 5′-GCC CAA TCG GTG GTA GAA CT (wild type); 5′-GGA CAC GGC TTT GAT TAC AAT C, 5′-GGG GTG GGA TTA GAT AAA TG (mutant) [49]. Whole blood from three *Pik3cg^−/−^* and three C57BL/6J Jax wild type mice (all females, age: 13–16 weeks, Mouse Breeders Diet (Lab Diets 5021-3)) was collected from terminally anesthetized mice via the retro-orbital sinus. We extracted total RNA using the Mouse RiboPure-Blood RNA Isolation Kit (Ambion). Total RNA was quantified using the NanoDrop and quality-checked using the 2100 Bioanalyzer. Standard protocols were used to generate biotinylated cRNA and hybridize to MouseWG-6 v2 Expression BeadChips. Arrays were washed, detected and scanned. All experimental procedures were carried out according to the manufacturer's protocol. On the raw expression data, we performed background subtraction, variance-stabilizing transformation and quantile normalization across all samples with the R package lumi (http://bioconductor.org/packages/release/bioc/html/lumi.html). Technical replicates were averaged and the differentially expressed transcripts between wild type and knockout mice were identified by calculating the log_2_-fold changes of the averaged expression values. *P*-values were calculated by 1-way analysis of variance (ANOVA). We performed gene ontology term enrichment analysis using AmiGO v1.7 [50], with the following parameters: gene expression fold-change cut-off: ±1.5; background: MGI; *P*-value cut-off: 1×10^−5^; minimum number of gene products: 10. The whole-genome gene expression data sets of *Pik3cg^−/−^* and wild type mice are available online in the GEO database under accession number GSE26111.

### Protein–protein interaction network

Of the 220 differentially expressed genes between *Pik3cg^−/−^* and wild type mice, we retrieved 191 orthologous human genes using BioMart (http://www.ensembl.org/biomart/martview/) and their respective proteins using UniProt (http://www.uniprot.org/). These ‘core’ proteins were used as primary seeds to develop the protein-protein interaction network. We determined first-order interactors of core proteins using Reactome v36. Only clustered non-redundant first-level interactions between human proteins that were connected to the largest connected component were considered. Based on the HaemAtlas data, we neglected interactors that are not expressed in MK cells (*P*>0.01). The described network is available for download in Cytoscape v2.8.0 format (Dataset S1).

## Supporting Information

Figure S1 Analytical approach for peak calling in FAIRE-chip data sets. FAIRE was performed with different formaldehyde cross-linking times (8 and 12 min). In order to reduce experimental error and achieve higher stringency, replicated and overlapping peaks were merged for each cell type and subjected to further analysis.
(TIF)

Figure S2 Location of the open chromatin sites in respect to the closest transcription start site (TSS) at the selected association loci.
(TIF)

Figure S3 Average number of FAIRE peaks in lineage-specific genes in MK and EB cells. The number of open chromatin sites in lineage-specific genes (±2 kb) was averaged and normalized for the length of the gene.
(TIF)

Figure S4 Maps of open chromatin at the selected genetic loci in MK and EB cells displayed as UCSC Genome Browser custom tracks. (A) *FLJ36031–PIK3CG*; (B) *DNM3*; (C) *HBS1L–MYB*; (D) *PEAR1*; (E) *RAF1*; (F) *TMCC2*; (G) *CYP17A1–C10orf32*. Shown are the scaled log_2_-ratio and the called peaks from FAIRE experiments in an erythroblastoid (blue) and a megakaryocytic cell line (red). Only the data sets using a formaldehyde fixation time of 12 min are shown for both cell types. The putative regulatory SNP located within a site of open chromatin is shown below each track.
(PDF)

Figure S5 Gene expression profiles. The heat maps show normalized gene expression profiles in differentiated human blood cells according to the HaemAtlas (Materials and Methods). (A) Gene loci that harbor cell type-specific open chromatin and putative regulatory sequence variants; (B) Transcription factors predicted to bind DNA sequence motifs around rs342293; (C) Genes within a 1-Mb interval of rs342293; (D) Lineage-specific reference genes.
(TIF)

Figure S6 Gel shift assays in CHRF-288-11 nuclear extracts using GATA1 and RUNX1 antibodies. No supershift was observed when incubating CHRF-288-11 nuclear extract with GATA1 antibodies for probes containing either rs342293-C or -G. However, we showed evidence for RUNX1 transcription factor binding *in vitro*. Reactions were incubated for 1 hr at room temperature.
(TIF)

Figure S7 No significant GATA1 but weak RUNX1 binding at the MK-specific open chromatin region at chromosome 7q22.3. Cord blood-derived CD34-positive hematopoietic progenitor cells were seeded at 1×10^5^ in CellGro SCGM (CellGenix) in the presence of 100 ng/ml recombinant human thrombopoietin (CellGenix) and 10 ng/ml interleukin-1β (Miltenyi Biotec) for 10 days, after which 71% of cells expressed CD41. ChIP was performed as previously described [51] with GATA1 (ab11963, Abcam) and RUNX1 (ab23980, Abcam) antibodies. Samples were amplified and sequenced on the Illumina Genome Analyzer II following manufacturer's instructions. Data were transformed into density plots and displayed as UCSC Genome Browser custom tracks. Visual inspection of the 7q22.3 region showed no *in vivo* binding of GATA1, but weak RUNX1 binding. In total, the ChIP-seq data sets comprised 4,722 and 7,345 peaks for GATA1 and RUNX1, respectively [52].
(TIF)

Table S1 FAIRE peak data sets. The genomic positions of FAIRE peaks are reported at (A) the association loci and (B) the lineage-specific reference genes.
(PDF)

Table S2 Comparison of the FAIRE peak density between the ENCODE and the here presented data sets.
(PDF)

Table S3 Characterization of open chromatin regions in relation to gene annotations.
(PDF)

Table S4 Investigation of the functional role of platelet volume-associated variants at chromosome 7q22.3.
(PDF)

Table S5 Resequencing of the MK-specific open chromatin region at chromosome 7q22.3.
(PDF)

Table S6 Expression QTL associations at the *PIK3CG* gene locus in platelets, macrophages, monocytes, B cells (LCLs), fat, and skin.
(PDF)

Table S7 Differentially expressed genes between *Pik3cg^−/−^* and wild-type mice.
(PDF)

Table S8 Functional ontology classification of differentially expressed genes between *Pik3cg^−/−^* and wild-type mice.
(PDF)

Table S9 Genetic loci selected for the high-density DNA tiling array.
(PDF)

Dataset S1 PIK3CG protein–protein interaction network.

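Dataset S1 lists 810 proteins and 1280 interactions, in 14 connected components. The largest component holds 642 proteins, 1067 interactions and 45 core proteins. The fold-change of a core protein is that of the mouse transcript: for 58 of the 62 core proteins other than PIK3CG, the listed value equals the fold-change in Table S7 within 0.001. For the core protein NR2F6, the matching probe is named *Ear2* in Table S7, which is the symbol of a mouse ribonuclease gene and a former symbol of mouse *Nr2f6*. The array's annotation does not list this probe, so the sources used here do not settle which gene it measures.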

(BZ2)

# Supplementary material for: Maps of Open Chromatin Guide the Functional Follow-Up of Genome-Wide Association Signals: Application to Hematological Traits
**Source:** PLoS Genet. 2011 Jun 30;7(6):e1002139. doi: 10.1371/journal.pgen.1002139
**Supplement:** Table S2 — Comparison of the FAIRE peak density between the ENCODE and the here presented data sets.

Table S2. Comparison of the FAIRE peak density between the ENCODE (#1) and the here presented data sets (#2a,b).

#	Human cell line	Formaldehyde cross-linking	Total sequence	Total number of peaks	Number of peaks per Mb
1	Foreskin fibroblasts<br>[CCD-1070Sk]	7 min	29,998 kb	1,008	33.6
2a	MK cells<br>[CHRF-288-11]	8 min	9,651 kb	397	41.1
		12 min		364	37.7
2b	EB cells<br>[K562]	8 min	9,651 kb	376	39.0
		12 min		333	34.5

# Supplementary material for: Maps of Open Chromatin Guide the Functional Follow-Up of Genome-Wide Association Signals: Application to Hematological Traits
**Source:** PLoS Genet. 2011 Jun 30;7(6):e1002139. doi: 10.1371/journal.pgen.1002139
**Supplement:** Table S4 — Investigation of the functional role of platelet volume-associated variants at chromosome 7q22.3.

Table S4. Investigation of the functional role of platelet volume-associated variants at chromosome 7q22.3.

Proxy to rs342293							SNP overlaps with ...		
ID	Chromosome	Position	r ²	Distance	Annotation	MPV<br>P-value	NDR in<br>MK cells	Transcription factor (TF)<br>binding site (MatInspector)	Binding site of TF<br>expressed in MK cells
rs342207	7	106,108,641	0.81	50,814	Intergenic	1.46E-10	-	-	-
rs342209	7	106,109,208	0.84	50,247	Intergenic	NA	-	-	-
rs342210	7	106,109,256	0.87	50,199	Intergenic	3.57E-11	-	-	-
rs342212	7	106,111,150	0.84	48,305	Intergenic	5.47E-11	-	-	-
rs342213	7	106,111,848	0.84	47,607	Intergenic	6.21E-11	-	-	-
rs342214	7	106,111,979	0.81	47,476	Intergenic	NA	-	-	-
rs342236	7	106,122,874	0.84	36,581	Intergenic	1.24E-10	-	-	-
rs342239	7	106,124,138	0.90	35,317	Intergenic	6.97E-11	-	-	-
rs342240	7	106,124,486	0.90	34,969	Intergenic	6.97E-11	-	HMX2	-
rs342241	7	106,124,587	0.90	34,868	Intergenic	NA	-	-	-
rs342242	7	106,126,225	0.90	33,230	Intergenic	6.43E-11	-	-	-
rs342244	7	106,128,061	0.81	31,394	Intergenic	1.43E-10	-	-	-
rs342247	7	106,130,427	0.84	29,028	Intergenic	4.23E-11	-	HHEX, HOXC4, LBX2, MSX	HHEX, MSX
rs342248	7	106,130,541	0.84	28,914	Intergenic	NA	-	-	-
rs342251	7	106,132,045	0.90	27,410	Intergenic	NA	-	-	-
rs342252	7	106,133,666	0.90	25,789	Intergenic	NA	-	-	-
rs342254	7	106,135,492	0.90	23,963	Intergenic	3.84E-11	-	-	-
rs342257	7	106,137,089	0.84	22,366	Intergenic	6.09E-11	-	-	-

rs342271	7	106,143,111	0.90	16,344	Intergenic	NA	-	-	-
rs342275	7	106,146,452	0.90	13,003	Intergenic	1.33E-11	-	-	-
rs342281	7	106,149,079	0.84	10,376	Intergenic	5.36E-12	-	-	-
rs342284	7	106,149,446	0.87	10,009	Intergenic	4.62E-12	-	-	-
rs342286	7	106,151,835	0.94	7,620	Intergenic	4.90E-12	-	-	-
rs342290	7	106,154,840	1.00	4,615	Intergenic	NA	-	-	-
rs342292	7	106,157,880	1.00	1,575	Intergenic	8.64E-13	-	MEIS1, MEIS1A/HOXA9	MEIS1, MEIS1A/HOXA9
rs342293	7	106,159,455	1.00	0	Intergenic	6.75E-13	+	GATA1, EVI1	GATA1, EVI1
rs342294	7	106,159,858	1.00	403	Intergenic	NA	+	-	-
rs342295	7	106,159,996	1.00	541	Intergenic	4.14E-13	-	-	-
rs342296	7	106,160,139	1.00	684	Intergenic	7.68E-13	-	-	-
rs342298	7	106,160,882	0.97	1,427	Intergenic	7.55E-13	-	-	-
rs342299	7	106,160,954	0.97	1,499	Intergenic	7.55E-13	-	-	-
rs386805	7	106,125,700	0.97	33,755	Intergenic	NA	-	-	-
rs67036916	7	106,154,872	0.97	4,583	Intergenic	NA	-	-	-
rs77655772	7	106,125,699	0.97	33,756	Intergenic	NA	-	-	-

Proxy-SNPs to rs342293 ($r^2 \geq 0.8$) were retrieved from the 1000 Genomes Project (Pilot 1, CEU). Genomic coordinates are based on the human reference genome, build hg18 (NCBI build 36). *P*-values for association with mean platelet volume (MPV) were obtained from Soranzo et al. *In silico* transcription binding site predictions were performed as described (Materials and Methods). Based on the HaemAtlas data, we defined genes as expressed when they exhibit a normalized expression value of at least 8.5.

# Supplementary material for: Maps of Open Chromatin Guide the Functional Follow-Up of Genome-Wide Association Signals: Application to Hematological Traits
**Source:** PLoS Genet. 2011 Jun 30;7(6):e1002139. doi: 10.1371/journal.pgen.1002139
**Supplement:** Table S7 — Differentially expressed genes between Pik3cg−/− and wild-type mice.

Table S7. Differentially expressed genes between *Pik3cg*^{-/-} and wild type mice.

#	Probe-ID	Gene	<i>Pik3cg</i> ^{-/-} (n=3)		Wild type (n=3)		log ₂ -FC	FC	P-value
			Mean	sd	Mean	sd			
1	2635272	<i>Igh-VJ558</i>	10.9383	0.4107	8.6536	0.2362	2.285	4.873	1.123E-03
2	2846865	<i>Actb</i>	10.7849	0.3334	8.5469	0.1962	2.238	4.717	5.576E-04
3	2588055	<i>Actb</i>	10.6790	0.2479	8.5161	0.1759	2.163	4.478	2.490E-04
4	1226402	<i>LOC331507</i>	11.0561	0.4100	8.9195	0.2245	2.137	4.397	1.377E-03
5	2648661	<i>Cap1</i>	9.8324	0.1852	7.8609	0.0746	1.972	3.922	6.859E-05
6	2660754	<i>Spnb1</i>	11.5861	0.2838	10.0427	0.1154	1.543	2.915	9.499E-04
7	2434853	<i>mtDNA_ND2</i>	11.9292	0.3324	10.5779	0.4537	1.351	2.551	1.413E-02
8	2772264	<i>Igh-VJ558</i>	9.4057	0.1730	8.0732	0.1451	1.333	2.518	5.161E-04
9	1230858	<i>9430065F12Rik</i>	10.5905	0.3804	9.2592	0.0696	1.331	2.516	3.972E-03
10	2624477	<i>E2f2</i>	10.4032	0.1284	9.2063	0.0898	1.197	2.293	1.884E-04
11	1216143	<i>Rnf11</i>	13.7329	0.2317	12.5869	0.1436	1.146	2.213	1.888E-03
12	1249344	<i>2510006D16Rik</i>	9.4496	0.9088	8.3631	0.0232	1.086	2.124	1.072E-01
13	2705407	<i>Pabpc1</i>	9.2546	0.6745	8.1683	0.1240	1.086	2.123	5.171E-02
14	1214408	<i>LOC666403</i>	9.7787	1.9423	8.7006	0.0809	1.078	2.111	3.911E-01
15	1257767	<i>E430014K09Rik</i>	8.8017	0.0575	7.7333	0.0294	1.068	2.097	8.860E-06
16	1233929	<i>Psmf1</i>	13.1145	0.1714	12.0549	0.0801	1.060	2.084	6.318E-04
17	2720813	<i>Epb4.1</i>	11.5693	0.4973	10.5321	0.2065	1.037	2.052	2.894E-02
18	3114413	<i>G3bp2</i>	11.4849	0.3002	10.4546	0.1420	1.030	2.042	5.794E-03
19	1241268	<i>Snx3</i>	10.8379	0.2128	9.8196	0.1785	1.018	2.026	3.150E-03
20	2698430	<i>Bcl2l1</i>	9.8201	0.7633	8.8199	0.2164	1.000	2.000	9.436E-02
21	2683128	<i>Cmas</i>	13.7820	0.4440	12.7996	0.3039	0.982	1.976	3.409E-02
22	2459979	<i>Fanc1</i>	9.0993	0.2659	8.1226	0.0528	0.977	1.968	3.362E-03
23	2911760	<i>Ubac1</i>	11.6110	0.1664	10.6409	0.2460	0.970	1.959	4.812E-03
24	2666747	<i>G3bp2</i>	9.2567	0.4938	8.3037	0.0733	0.953	1.936	2.976E-02
25	2632206	<i>Gnas</i>	10.6836	0.4952	9.7392	0.1018	0.944	1.924	3.182E-02
26	2894450	<i>Snx15</i>	11.7147	0.2518	10.7811	0.2630	0.934	1.910	1.132E-02
27	1260103	<i>LOC666904</i>	14.3019	0.3975	13.3887	0.2117	0.913	1.883	2.463E-02
28	2969919	<i>Rnf11</i>	14.5588	0.2325	13.6472	0.1255	0.912	1.881	3.939E-03
29	2453695	<i>Urod</i>	12.6295	0.3807	11.7423	0.0647	0.887	1.850	1.641E-02
30	2622671	<i>Acsl1</i>	9.3216	0.4188	8.4621	0.1160	0.860	1.815	2.663E-02
31	2588411	<i>Grina</i>	15.1590	0.0817	14.3097	0.1321	0.849	1.802	6.938E-04
32	1255562	<i>Fanc1</i>	8.9004	0.1910	8.0561	0.0449	0.844	1.795	1.730E-03
33	2962747	<i>Fzr1</i>	11.9614	0.2804	11.1277	0.2226	0.834	1.782	1.569E-02
34	2956895	<i>Cul4a</i>	10.6666	0.2442	9.8359	0.1071	0.831	1.779	5.711E-03
35	1259769	<i>Pabpc1</i>	9.5486	0.4774	8.7251	0.1611	0.824	1.770	4.729E-02
36	3116560	<i>St3gal5</i>	10.8780	0.2258	10.0574	0.1030	0.821	1.766	4.601E-03
37	1213070	<i>1700037H04Rik</i>	11.8912	0.2351	11.0714	0.1019	0.820	1.765	5.185E-03
38	2939295	<i>Fis1</i>	12.2089	0.5195	11.4108	0.1927	0.798	1.739	6.713E-02
39	2713686	<i>Pnpo</i>	9.0831	0.7739	8.2924	0.1096	0.791	1.730	1.546E-01
40	2736762	<i>lfrd2</i>	9.5116	0.2988	8.7241	0.1702	0.788	1.726	1.657E-02
41	2746830	<i>BC022224</i>	13.8552	0.1850	13.0779	0.2047	0.777	1.714	8.161E-03

42	2944601	4933439C20Rik	9.9683	0.2884	9.1956	0.0777	0.773	1.708	1.099E-02
43	2655260	Ptp4a3	11.0441	0.2817	10.2739	0.1685	0.770	1.706	1.529E-02
44	1217767	Glrx5	14.9998	0.1628	14.2389	0.1197	0.761	1.695	2.855E-03
45	2855792	Pnpo	11.2950	0.2852	10.5477	0.1420	0.747	1.679	1.532E-02
46	3026397	Chka	11.0370	0.0709	10.2926	0.1943	0.744	1.675	3.378E-03
47	1226372	Rffl	9.3176	0.1234	8.5745	0.1069	0.743	1.674	1.400E-03
48	2939294	Fis1	11.8499	0.3965	11.1082	0.2618	0.742	1.672	5.388E-02
49	2770819	Rnf10	10.4975	0.4380	9.7562	0.0606	0.741	1.672	4.393E-02
50	2431046	Ubac1	10.3293	0.2206	9.5890	0.2027	0.740	1.671	1.284E-02
51	1236577	2310045N01Rik	9.4111	0.0609	8.6769	0.0754	0.734	1.664	1.949E-04
52	2691567	Hyi	8.7761	0.1367	8.0449	0.1035	0.731	1.660	1.790E-03
53	2958159	Eno1	9.2303	0.2476	8.5026	0.0188	0.728	1.656	7.096E-03
54	2694782	2410076I21Rik	14.6397	0.1542	13.9149	0.0294	0.725	1.653	1.325E-03
55	2677712	Arf5	9.5897	0.5985	8.8664	0.1245	0.723	1.651	1.098E-01
56	1234387	Acp1	8.7540	0.4122	8.0571	0.1525	0.697	1.621	5.154E-02
57	2940642	St6galnac2	8.4426	0.1862	7.7463	0.1026	0.696	1.620	4.763E-03
58	2656854	Myo6	9.1095	0.1882	8.4192	0.0592	0.690	1.614	3.745E-03
59	2483948	Specc1	13.0098	0.1772	12.3245	0.1838	0.685	1.608	9.663E-03
60	1241976	Ubac1	9.6326	0.2404	8.9499	0.1999	0.683	1.605	1.941E-02
61	2860699	Epb4.9	9.5381	0.1654	8.8585	0.1222	0.680	1.602	4.614E-03
62	2551648	Mscp-pending	8.9890	0.1299	8.3099	0.0170	0.679	1.601	8.513E-04
63	2652187	Cux1	10.3852	0.2232	9.7106	0.2137	0.675	1.596	1.942E-02
64	2767918	Ifi30	9.2217	0.0853	8.5497	0.0969	0.672	1.593	8.379E-04
65	1228366	Cdkn2c	9.7009	0.2510	9.0289	0.1665	0.672	1.593	1.808E-02
66	2606746	Car2	9.7239	0.5358	9.0531	0.2742	0.671	1.592	1.258E-01
67	2653765	Nusap1	12.6153	0.3736	11.9481	0.2863	0.667	1.588	7.003E-02
68	1249578	Sorl1	8.9404	0.1175	8.2735	0.0482	0.667	1.588	8.094E-04
69	2605453	Ranbp10	12.0146	0.1143	11.3487	0.0177	0.666	1.586	5.680E-04
70	2735615	Isg20	11.5303	0.1583	10.8841	0.2082	0.646	1.565	1.285E-02
71	1217068	Tusc1	9.9727	0.1396	9.3287	0.1806	0.644	1.563	8.124E-03
72	2445324	LOC100047651	10.1668	0.0549	9.5257	0.0439	0.641	1.559	9.365E-05
73	1250068	Atpif1	12.3942	0.3794	11.7544	0.3283	0.640	1.558	9.179E-02
74	2689986	LOC100048331	10.9138	0.1351	10.2741	0.0511	0.640	1.558	1.552E-03
75	3123441	OTTMUSG00000007855	11.6389	0.2728	11.0081	0.3050	0.631	1.548	5.578E-02
76	2742557	Bcl2l1	8.9598	0.5473	8.3295	0.1079	0.630	1.548	1.220E-01
77	2732961	Mff	10.2530	0.2997	9.6288	0.1780	0.624	1.541	3.615E-02
78	1228534	Fech	11.4882	0.5271	10.8670	0.2157	0.621	1.538	1.319E-01
79	1245717	Epb4.9	9.6578	0.1658	9.0386	0.0792	0.619	1.536	4.297E-03
80	1223437	Gnas	9.3254	0.4820	8.7073	0.1782	0.618	1.535	1.056E-01
81	2536676	LOC383981	14.0264	0.4834	13.4096	0.1255	0.617	1.533	9.919E-02
82	1231718	1810027O10Rik	13.0472	0.1569	12.4307	0.1688	0.616	1.533	9.785E-03
83	1258682	Map2k2	10.7572	0.0886	10.1442	0.1188	0.613	1.529	2.010E-03
84	2719498	2700055A20Rik	11.2060	0.2506	10.5939	0.2178	0.612	1.528	3.313E-02
85	2684205	4930431B09Rik	10.6637	0.3649	10.0534	0.1256	0.610	1.527	5.195E-02
86	2550089	2010001F03Rik	11.4219	0.3122	10.8123	0.1595	0.610	1.526	3.947E-02

87	2597030	<i>Smox</i>	13.0159	0.2549	12.4085	0.0698	0.607	1.524	1.638E-02
88	2939503	<i>Ttc39a</i>	9.6160	0.2541	9.0100	0.0964	0.606	1.522	1.812E-02
89	2710731	<i>Fech</i>	10.4295	0.5433	9.8240	0.3346	0.606	1.522	1.756E-01
90	2477324	<i>Trim10</i>	9.1685	0.7541	8.5643	0.1257	0.604	1.520	2.429E-01
91	1250752	<i>Knsl5</i>	10.2142	0.2997	9.6140	0.0265	0.600	1.516	2.594E-02
92	1218380	<i>Hist2h2ac</i>	12.2579	0.1184	11.6603	0.2141	0.598	1.513	1.337E-02
93	2695008	<i>Ncoa4</i>	11.3031	0.7025	10.7058	0.2862	0.597	1.513	2.443E-01
94	2647885	<i>Bcl2l1</i>	8.8706	0.7009	8.2752	0.0651	0.595	1.511	2.168E-01
95	1219904	<i>Tspan33</i>	11.7388	0.1691	11.1451	0.1542	0.594	1.509	1.088E-02
96	1228630	<i>Psm4</i>	13.4905	0.0375	12.9003	0.1433	0.590	1.505	2.312E-03
97	1225372	<i>Tsc1</i>	10.0412	0.0725	9.4560	0.0547	0.585	1.500	3.661E-04
98	2628188	<i>Fgfr1op2</i>	8.1632	0.0477	8.7493	0.1361	-0.586	-1.501	2.148E-03
99	2719202	<i>Hist1h2bf</i>	9.8002	0.7070	10.3884	0.2952	-0.588	-1.503	2.544E-01
100	1240381	<i>Plp1</i>	8.5815	0.4493	9.1699	0.1319	-0.588	-1.504	9.515E-02
101	1257575	<i>Cst3</i>	11.5501	0.1951	12.1427	0.3560	-0.593	-1.508	6.477E-02
102	2981167	<i>Ifit2</i>	8.3334	0.0461	8.9281	0.0723	-0.595	-1.510	2.759E-04
103	2780205	<i>Ctnna1</i>	9.3237	0.1664	9.9229	0.2526	-0.599	-1.515	2.651E-02
104	2431807	<i>2610024E20Rik</i>	9.0752	0.1729	9.6785	0.1085	-0.603	-1.519	6.889E-03
105	2742592	<i>Hist1h2be</i>	9.8197	0.5963	10.4280	0.3595	-0.608	-1.524	2.048E-01
106	1221564	<i>Ltbp1</i>	8.3024	0.2824	8.9129	0.2117	-0.610	-1.527	4.011E-02
107	2762944	<i>Ifi27</i>	10.2634	0.1931	10.8776	0.3627	-0.614	-1.531	6.076E-02
108	1219717	<i>Sort1</i>	8.7696	0.1896	9.3841	0.1569	-0.615	-1.531	1.240E-02
109	2637624	<i>1810055E12Rik</i>	8.2040	0.0169	8.8199	0.0940	-0.616	-1.532	3.660E-04
110	1252995	<i>Hist1h2be</i>	10.5749	0.4578	11.1910	0.3286	-0.616	-1.533	1.312E-01
111	2733179	<i>Aldh2</i>	12.4886	0.5356	13.1051	0.4290	-0.617	-1.533	1.947E-01
112	2840082	<i>P2ry12</i>	9.5380	0.6190	10.1613	0.0990	-0.623	-1.540	1.601E-01
113	1239765	<i>Prdx5</i>	10.1813	0.0840	10.8070	0.2086	-0.626	-1.543	8.529E-03
114	2546073	<i>Wdr68</i>	8.2600	0.1392	8.8857	0.0175	-0.626	-1.543	1.512E-03
115	1237208	<i>Lamp1</i>	9.4342	0.1305	10.0615	0.1946	-0.627	-1.545	9.755E-03
116	2946466	<i>Bin1</i>	10.2007	0.5967	10.8304	0.2866	-0.630	-1.547	1.748E-01
117	2731735	<i>Ear2</i>	9.2701	0.2490	9.9010	0.7466	-0.631	-1.549	2.373E-01
118	1231492	<i>Itga6</i>	8.0642	0.1105	8.6954	0.1391	-0.631	-1.549	3.531E-03
119	2732229	<i>Prdx3</i>	7.9979	0.1076	8.6296	0.0046	-0.632	-1.549	5.283E-04
120	1250195	<i>Ndr1</i>	8.9151	0.4948	9.5479	0.2487	-0.633	-1.551	1.189E-01
121	2458275	<i>Ubap1</i>	9.4274	0.4923	10.0610	0.2137	-0.634	-1.551	1.103E-01
122	2622804	<i>Sh3bgrl2</i>	8.9118	0.4941	9.5467	0.2125	-0.635	-1.553	1.104E-01
123	2590950	<i>Agtrap</i>	8.0937	0.0717	8.7338	0.0973	-0.640	-1.558	7.844E-04
124	2687905	<i>Msi2</i>	8.3328	0.0570	8.9750	0.2477	-0.642	-1.561	1.191E-02
125	1235499	<i>Pros1</i>	8.8024	0.3963	9.4476	0.2794	-0.645	-1.564	8.251E-02
126	1230137	<i>Tpi1</i>	9.5938	0.3570	10.2407	0.2419	-0.647	-1.566	6.013E-02
127	2842137	<i>Ilk</i>	10.4440	0.4787	11.0950	0.3619	-0.651	-1.570	1.335E-01
128	2492403	<i>Cd151</i>	9.1555	0.5744	9.8094	0.2786	-0.654	-1.573	1.507E-01
129	2514292	<i>Zyx</i>	12.5377	0.4208	13.1956	0.4135	-0.658	-1.578	1.256E-01
130	2750864	<i>2210013O21Rik</i>	9.4150	0.4138	10.0732	0.2131	-0.658	-1.578	7.049E-02
131	2645208	<i>Arhgef3</i>	10.3761	0.3512	11.0344	0.1133	-0.658	-1.578	3.656E-02

132	2712986	<i>Chi3l3</i>	9.0728	0.0833	9.7314	0.2256	-0.659	-1.579	9.016E-03
133	2757966	<i>Cxcl4</i>	13.5809	0.7345	14.2412	0.2195	-0.660	-1.580	2.100E-01
134	1226017	<i>2610035D17Rik</i>	7.8684	0.1393	8.5308	0.1684	-0.662	-1.583	6.299E-03
135	2684855	<i>Gpx4</i>	11.5126	0.3916	12.1758	0.1442	-0.663	-1.584	5.124E-02
136	2652181	<i>Mast2</i>	8.9298	0.2566	9.5938	0.1379	-0.664	-1.584	1.684E-02
137	1247377	<i>Mpeg1</i>	9.8823	0.0992	10.5470	0.5911	-0.665	-1.585	1.271E-01
138	2595200	<i>1110012O05Rik</i>	10.4346	0.5198	11.1033	0.2152	-0.669	-1.590	1.086E-01
139	2950957	<i>Rtn4ip1</i>	8.4451	0.1783	9.1157	0.1650	-0.671	-1.592	8.771E-03
140	1246770	<i>Ybx3</i>	8.7271	0.0456	9.4036	0.2005	-0.676	-1.598	4.685E-03
141	2458274	<i>Ubap1</i>	9.4088	0.5923	10.0854	0.1933	-0.677	-1.598	1.331E-01
142	2710905	<i>S100a8</i>	12.9048	0.4031	13.5826	0.1711	-0.678	-1.600	5.519E-02
143	2538422	<i>Adap1</i>	8.1268	0.1656	8.8076	0.2745	-0.681	-1.603	2.124E-02
144	2747754	<i>Pygb</i>	8.4850	0.2183	9.1689	0.1684	-0.684	-1.606	1.269E-02
145	1250279	<i>Serpnb6a</i>	9.3718	0.6622	10.0563	0.3103	-0.685	-1.607	1.803E-01
146	2592823	<i>Cdc42ep5</i>	8.9789	0.5241	9.6651	0.1753	-0.686	-1.609	9.791E-02
147	2836710	<i>Cd151</i>	9.1602	0.5446	9.8464	0.3940	-0.686	-1.609	1.518E-01
148	1233187	<i>LOC100048299</i>	10.7643	0.4122	11.4549	0.1689	-0.691	-1.614	5.495E-02
149	1232762	<i>Atox1</i>	9.6402	0.4374	10.3369	0.1716	-0.697	-1.621	6.209E-02
150	2700233	<i>Ccng2</i>	8.2620	0.1820	8.9647	0.0518	-0.703	-1.628	3.003E-03
151	1234812	<i>Dap</i>	10.9603	0.7642	11.6649	0.3346	-0.705	-1.630	2.174E-01
152	1258526	<i>Lgals3bp</i>	8.8086	0.1111	9.5179	0.1312	-0.709	-1.635	2.029E-03
153	2419138	<i>Vcl</i>	9.0342	0.3557	9.7451	0.2759	-0.711	-1.637	5.218E-02
154	2640560	<i>Gp6</i>	8.6053	0.4417	9.3166	0.2025	-0.711	-1.637	6.431E-02
155	1232435	<i>Mmrn1</i>	8.3081	0.2839	9.0209	0.2437	-0.713	-1.639	2.995E-02
156	1242399	<i>Hist1h2bc</i>	12.1589	0.4955	12.8755	0.1647	-0.717	-1.643	7.624E-02
157	2952914	<i>Ywhaz</i>	11.4152	0.0953	12.1368	0.0274	-0.722	-1.649	2.284E-04
158	2646166	<i>Ndr1</i>	8.6214	0.2293	9.3451	0.0937	-0.724	-1.651	7.176E-03
159	1252157	<i>A330102K04Rik</i>	13.5734	0.9188	14.2979	0.6078	-0.724	-1.652	3.183E-01
160	2645255	<i>Stx7</i>	8.7248	0.1562	9.4516	0.1456	-0.727	-1.655	4.143E-03
161	1225422	<i>LOC100048807</i>	8.7581	0.4868	9.4896	0.1066	-0.731	-1.660	6.382E-02
162	1224768	<i>Ehd4</i>	9.8930	0.5214	10.6293	0.3095	-0.736	-1.666	1.033E-01
163	1219686	<i>Esd</i>	10.3885	0.4719	11.1303	0.0428	-0.742	-1.672	5.343E-02
164	3155180	<i>Itpr2</i>	9.6937	0.1954	10.4394	0.2164	-0.746	-1.677	1.142E-02
165	1248713	<i>F5</i>	8.6214	0.3168	9.3699	0.0739	-0.748	-1.680	1.633E-02
166	2712280	<i>Ormdl3</i>	8.9933	0.3808	9.7463	0.3691	-0.753	-1.685	6.972E-02
167	3160863	<i>Dusp23</i>	9.2086	0.6830	9.9642	0.2304	-0.756	-1.688	1.436E-01
168	2990616	<i>Birc2</i>	9.7443	0.5443	10.5005	0.1839	-0.756	-1.689	8.481E-02
169	2515363	<i>Tpm4</i>	12.0100	0.6358	12.7699	0.2713	-0.760	-1.693	1.296E-01
170	2469294	<i>Bicd2</i>	9.9262	0.3332	10.6884	0.2974	-0.762	-1.696	4.171E-02
171	2650106	<i>6330578E17Rik</i>	9.8499	0.3653	10.6176	0.2887	-0.768	-1.703	4.611E-02
172	2591082	<i>Nsep1</i>	10.8548	0.2178	11.6232	0.1511	-0.768	-1.703	7.377E-03
173	2759484	<i>C3</i>	8.7098	0.1640	9.4801	0.6437	-0.770	-1.706	1.150E-01
174	3161289	<i>Gnaz</i>	8.8505	0.4783	9.6228	0.3457	-0.772	-1.708	8.606E-02
175	2622801	<i>Sh3bgrl2</i>	9.0326	0.5866	9.8125	0.2177	-0.780	-1.717	9.699E-02
176	2663613	<i>Itgb5</i>	9.0924	0.5609	9.8731	0.2064	-0.781	-1.718	8.644E-02

177	2598374	<i>Ccdc92</i>	8.7812	0.3893	9.5627	0.3246	-0.782	-1.719	5.578E-02
178	1251233	<i>Gng11</i>	10.0192	0.6797	10.8141	0.1654	-0.795	-1.735	1.204E-01
179	3001598	<i>Ptpn11</i>	10.5486	0.4101	11.3470	0.3227	-0.798	-1.739	5.699E-02
180	3120510	<i>Gvin1</i>	10.4878	0.3719	11.2866	0.6584	-0.799	-1.740	1.413E-01
181	1241827	<i>Slc44a1</i>	8.2615	0.1153	9.0653	0.2054	-0.804	-1.746	4.101E-03
182	2751935	<i>Sytl4</i>	8.6709	0.3722	9.4819	0.3566	-0.811	-1.754	5.271E-02
183	2744603	<i>Gchfr</i>	9.6141	0.6956	10.4303	0.3433	-0.816	-1.761	1.425E-01
184	2694569	<i>LOC631037</i>	9.7117	0.2940	10.5284	0.1441	-0.817	-1.761	1.244E-02
185	3005873	<i>Sort1</i>	8.7744	0.1551	9.5921	0.1303	-0.818	-1.763	2.202E-03
186	1248811	<i>Ctla2b</i>	10.4414	0.7016	11.2602	0.1472	-0.819	-1.764	1.190E-01
187	1216746	<i>B2m</i>	14.4432	0.2181	15.2755	0.3463	-0.832	-1.781	2.439E-02
188	2753096	<i>Zfand3</i>	9.8994	0.4076	10.7369	0.2072	-0.837	-1.787	3.378E-02
189	2499264	<i>4933428A15Rik</i>	8.8469	0.3696	9.6894	0.2089	-0.842	-1.793	2.637E-02
190	2625351	<i>Sh3bgrl3</i>	11.6962	0.4012	12.5402	0.2307	-0.844	-1.795	3.424E-02
191	2688236	<i>Atp2a3</i>	9.8691	0.4051	10.7155	0.1226	-0.846	-1.798	2.573E-02
192	2616565	<i>Slc2a3</i>	10.2500	0.5174	11.1118	0.3165	-0.862	-1.817	6.961E-02
193	2693403	<i>Ela1</i>	9.2674	0.6268	10.1292	0.2428	-0.862	-1.817	9.054E-02
194	1230546	<i>Clic4</i>	9.1779	0.5320	10.0534	0.2529	-0.876	-1.835	6.168E-02
195	2718662	<i>Myl9</i>	9.3668	0.8261	10.2562	0.3640	-0.889	-1.852	1.631E-01
196	1225158	<i>1110003E01Rik</i>	11.0285	0.2075	11.9184	0.0655	-0.890	-1.853	2.095E-03
197	2801683	<i>Dstn</i>	8.9351	0.1108	9.8283	0.1998	-0.893	-1.857	2.482E-03
198	2939681	<i>Lyzs</i>	12.0444	0.1746	12.9403	0.4344	-0.896	-1.861	2.952E-02
199	2988143	<i>Plac8</i>	10.8462	0.1791	11.7442	0.5383	-0.898	-1.864	5.181E-02
200	2739999	<i>B2m</i>	14.3519	0.2851	15.2541	0.3380	-0.902	-1.869	2.415E-02
201	2806159	<i>Tmsb4x</i>	14.6266	0.6830	15.5480	0.1729	-0.921	-1.894	8.618E-02
202	2936671	<i>Skap2</i>	10.2520	0.2965	11.1744	0.2190	-0.922	-1.895	1.231E-02
203	3117381	<i>Fhl1</i>	9.2981	0.6969	10.2344	0.2760	-0.936	-1.914	9.651E-02
204	2966722	<i>Ywhah</i>	12.0501	0.8297	12.9973	0.3968	-0.947	-1.928	1.490E-01
205	2682800	<i>Cox5a</i>	10.2564	0.2319	11.2073	0.1506	-0.951	-1.933	3.987E-03
206	2687547	<i>Sdpr</i>	9.1087	0.6505	10.0639	0.3364	-0.955	-1.939	8.678E-02
207	2631093	<i>Cd81</i>	10.7176	0.3331	11.6746	0.3012	-0.957	-1.941	2.099E-02
208	1218347	<i>Mylk</i>	10.2077	0.7622	11.1696	0.3703	-0.962	-1.948	1.207E-01
209	2746283	<i>Mrv1</i>	8.6849	0.4854	9.6577	0.3212	-0.973	-1.963	4.435E-02
210	2771380	<i>Cd52</i>	8.3865	0.4565	9.3603	0.2329	-0.974	-1.964	3.019E-02
211	1252076	<i>Lyz2</i>	10.2350	0.4266	11.2214	0.2998	-0.986	-1.981	3.059E-02
212	1245845	<i>A530055J02Rik</i>	7.7973	0.0277	8.7844	0.1266	-0.987	-1.982	1.909E-04
213	2842601	<i>Gp9</i>	10.2792	0.8559	11.2756	0.3335	-0.996	-1.995	1.335E-01
214	2725414	<i>Cd9</i>	9.7728	0.8312	10.7740	0.3086	-1.001	-2.002	1.222E-01
215	2699531	<i>Rgs10</i>	11.9318	0.7077	12.9373	0.2596	-1.005	-2.008	8.200E-02
216	2734340	<i>Stx11</i>	11.1232	0.8572	12.1387	0.3175	-1.016	-2.022	1.267E-01
217	2878071	<i>Lyz</i>	14.0839	0.0375	15.1021	0.4954	-1.018	-2.025	2.380E-02
218	2674575	<i>Mmd</i>	11.2576	0.8966	12.2936	0.2648	-1.036	-2.051	1.274E-01
219	1249498	<i>Plek</i>	10.2776	0.6284	11.3178	0.2050	-1.040	-2.057	5.267E-02
220	1236465	<i>F2rl2</i>	8.1269	0.0825	9.1746	0.2743	-1.048	-2.067	3.176E-03
221	1226555	<i>5430417L22Rik</i>	9.8597	0.6286	10.9108	0.2308	-1.051	-2.072	5.306E-02

222	2907793	<i>Nptn</i>	12.4020	0.7841	13.4558	0.2791	-1.054	-2.076	9.337E-02
223	2713285	<i>Fhl1</i>	9.3013	0.7018	10.3633	0.3706	-1.062	-2.088	8.134E-02
224	1228102	<i>Ppbp</i>	10.6549	1.0629	11.7412	0.2450	-1.086	-2.123	1.596E-01
225	2665490	<i>Litaf</i>	10.9058	0.8011	12.0022	0.2267	-1.096	-2.138	8.471E-02
226	2616309	<i>Pttg1ip</i>	11.4681	0.7800	12.5788	0.4606	-1.111	-2.160	1.009E-01
227	2855315	<i>Hist1h1c</i>	11.2302	0.5430	12.3574	0.3281	-1.127	-2.184	3.702E-02
228	1219471	<i>Mylk</i>	9.3789	0.6359	10.5163	0.3178	-1.137	-2.200	5.026E-02
229	2653205	<i>Gp1bb</i>	9.4816	0.8179	10.6210	0.3180	-1.139	-2.203	8.775E-02
230	2613908	<i>Alox12</i>	11.8218	0.9986	12.9655	0.3984	-1.144	-2.210	1.392E-01
231	2761109	<i>Clic4</i>	11.2222	0.8243	12.3756	0.4195	-1.153	-2.224	9.690E-02
232	2954868	<i>Oas12</i>	10.2000	0.5292	11.3953	0.8012	-1.195	-2.290	9.732E-02
233	2855310	<i>Mpl</i>	9.1397	0.5518	10.3531	0.3863	-1.213	-2.319	3.552E-02
234	1246808	<i>Serpine2</i>	8.5707	0.3748	9.7998	0.3948	-1.229	-2.344	1.739E-02
235	2523169	<i>Trem1</i>	10.6343	0.8678	11.8864	0.3716	-1.252	-2.382	8.319E-02
236	3161372	<i>AU023871</i>	9.9055	0.8380	11.2534	0.3782	-1.348	-2.545	6.402E-02
237	2519673	<i>Vwf</i>	9.7469	0.7749	11.1276	0.4640	-1.381	-2.604	5.712E-02
238	2908435	<i>Ppbp</i>	12.7856	0.9772	14.1747	0.3658	-1.389	-2.619	8.241E-02
239	2730100	<i>Cib3</i>	7.7474	0.0976	9.1422	0.2396	-1.395	-2.630	7.324E-04
240	2727153	<i>LOC100046120</i>	10.5224	0.9927	11.9364	0.4158	-1.414	-2.665	8.521E-02
241	2774537	<i>Hist1h1c</i>	11.4908	0.5157	12.9316	0.3161	-1.441	-2.715	1.454E-02
242	1253819	<i>Prkar2b</i>	9.7177	0.4990	11.2201	0.1257	-1.502	-2.833	7.195E-03
243	2467007	<i>2810484G07Rik</i>	11.2090	0.9766	12.7177	0.2887	-1.509	-2.846	6.225E-02
244	1236762	<i>Gp5</i>	9.6844	0.7649	11.3673	0.3295	-1.683	-3.211	2.490E-02
245	2450735	<i>Rn18s</i>	13.6123	0.9507	15.6042	0.7135	-1.992	-3.978	4.400E-02
246	1218799	<i>Emb</i>	7.8593	0.0961	9.9252	0.1289	-2.066	-4.187	2.414E-05
247	2615468	<i>Fgfr1op2</i>	8.3577	0.0660	11.3018	0.0878	-2.944	-7.696	1.287E-06

Differentially expressed transcripts between knockout and wild type mice were identified by calculating the log₂- and fold-changes (FC) of the averaged expression values. 

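Table S7 gives 247 probes under 219 gene names, 97 higher and 150 lower in knockout mice. Its averages are on the transformed and normalized scale of the authors, its log2 fold-change is the difference of the group averages and its fold-change is 2 to that power, negative where the transcript is lower. Averages of the authors' normalized values gave the same 247 probes at a fold-change of at least 1.5, and all 247 log2 fold-changes within 0.001. Recomputed from the signals before the transformation, all 247 probes kept their direction and 246 were at least 1.5-fold different. Across these probes, which are not independent replicates, the log2 fold-changes of both computations correlated with Pearson's r = 0.949. The probes were chosen for a fold-change of at least 1.5 on these same arrays. No value near 0 was thus included, which raises r, and the kept directions were largely set in advance. At an adjusted p under 0.05 from limma, 43 of these probes rose and 34 fell. The called probes with the largest recomputed values, *Fgfr1op2*, *Emb* and *Cap1*, lie far from the line of equal values; the transformation of the authors is flatter than log2 for dim probes. A further 73 probes outside Table S7 passed, 36 higher and 37 lower. Among the probes of Table S7, 125 passed without knockout mouse A, 35 and 68 without knockout mouse B or C, and 34, 33 and 33 without wild type mouse A, B or C.

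**Figure D3:**
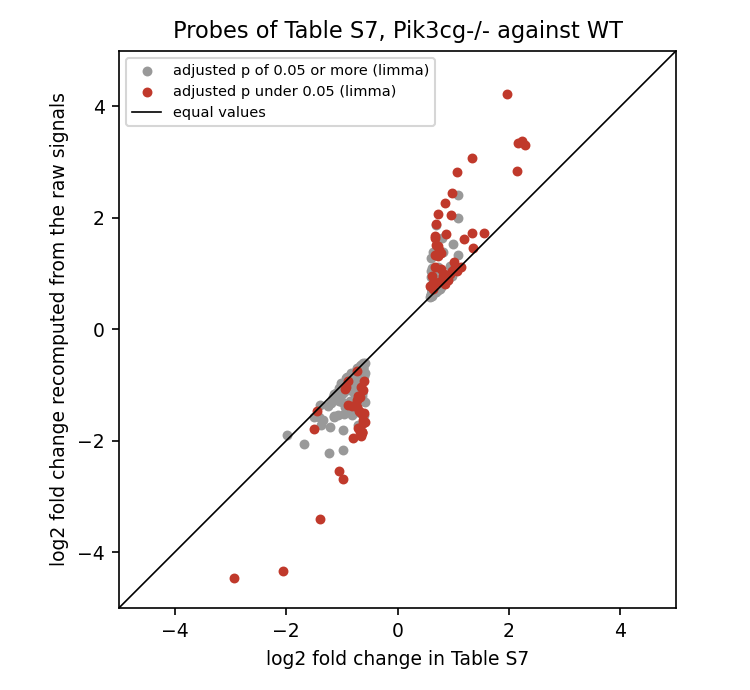
Log2 fold-change of *Pik3cg-/-* against wild type mice for the 247 probes of Table S7, as the table gives it (horizontal axis) and as recomputed from the raw signals (vertical axis), 1 point per probe. All points lie on the same side of 0 on both axes, and red points are the 77 probes with an adjusted p under 0.05 from limma.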

*P*-values were calculated by 1-way analysis of variance (ANOVA). Only transcripts with fold-changes of ≥ 1.5 and ≤ -1.5 are shown.

How the deposited data were processed for this re-analysis (not part of the article)

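Whole blood RNA of 3 *Pik3cg-/-* and 3 wild type mice was measured on 12 Illumina MouseWG-6 v2 arrays, 2 technical arrays per mouse. Samples were grouped by genotype from their labels, and the letters A to C were taken only to number the mice of a group. According to the authors' methods, RNA was isolated with the Mouse RiboPure-Blood kit after bleeding from the retro-orbital sinus, and duplicate labelling reactions were hybridized separately. The intensity values are, per the file headers, average bead signals per probe and array; many of them are negative and each array's median is near 0, so background was already subtracted, and they are not normalized between arrays. Each has a detection p-value, which per the file headers is given per probe and array. The log2 values are, per the authors' methods, background-subtracted, transformed with a variance-stabilizing transformation and quantile normalized in lumi. On each array they rank the probes as the raw signals do (Spearman's correlation 1), and their median is 7.88 on every array. The versions of lumi and of the scanner software are not given in the sources used here.

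The raw signals were processed in R 4.3.3 with limma 3.58.1. Background was corrected with neqc, which fits a normal-exponential model from the detection p, adds an offset of 16, quantile normalizes the arrays and takes log2. lumi was not used here. Of 45281 probes, 5498 had a detection p under 0.01 on at least 3 of 12 arrays and were kept. Probes were named from the array's annotation (4615 kept probes) or from Table S7 (31), and 852 kept probes have no gene name. Genes were represented by their brightest kept probe, and gene order was read from the RefSeq annotation of GRCm38.p6. Core genes of the network were instead represented by their Table S7 probe with the largest fold-change. The 2 arrays of each mouse were averaged, genotypes were compared with lmFit and eBayes, and p was adjusted by the Benjamini-Hochberg method over all kept probes. Where a group was undetected on all its arrays, the bound on the fold-change sets that group to at least the lowest normalized value of any detected probe on each array. Tested on simulated data with 200 changed probes, the limma step recovered 83% of probes changed 2-fold and 100% of those changed 4-fold, and 4.19% of its calls were unchanged probes. The list test called none of 200 unchanged lists. The simulated probes varied independently, while genes of real lists varied together (estimated correlation 0.71 for platelet granules). The simulation thus does not give the error rate of the list test here. It also gave each probe the same standard deviation in both groups, whereas that of *Gp5* was 1.14 in knockout and 0.35 in wild type mice. With a log2 fold-change of −2.05, *Gp5* did not pass (adjusted p = 0.0677 from limma). The recovered shares therefore do not carry over to genes with so unequal a spread. Splits of the mice that mix the genotypes gave up to 13 called lists.

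Before the data were examined, but after Table S7 had been read, 26 gene lists, the tests of each comparison, the rule for named genes and all alternatives except 1 were fixed; several tests of explanations were chosen later, as the closing section says. Genes are named if the paper's text names them for these arrays, if they are among the 10 largest rises or falls past the threshold with all knockout mice on the same side of all wild type mice, or if they are among the 4 brightest members of a list. Members are named, and followed across the alternatives, only for the 11 lists past the threshold. This restriction was made after sign changes of values near 0 had been seen in the members of other lists, and the closing section gives their number. The 24 lists with at least 2 measured genes were tested with camera at a preset correlation of 0.01, and with Fisher's exact test for genes at least 1.5-fold lower or higher. Fisher's test counts the genes of a list as independent, although they can vary together, so its p does not measure the spread between mice. Alternatives were the authors' log2 values, no background correction, an offset of 50, cyclic loess, scaling to the 75th percentile, other filters, single technical arrays, all 12 arrays with the mouse as a random block, the methods' analysis of variance, array weights, a trended robust prior, camera with an estimated correlation, fry, the mean of all probes of a gene, a 2-fold threshold, and each mouse left out in turn. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Ontology terms, curated pathways and the human data were not analysed here. The result of 1 gene list and that of 1 adjustment over a list alone are not reported here.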

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

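Of the tests in this part, only that of dilution through less platelet RNA was chosen after the result was seen. A signal outside the genes that the paper discusses drew attention to each result here. Outside Table S7, 73 probes passed an adjusted p under 0.05 from limma.

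In lists of cell types and processes, transcripts of the red cell membrane (median log2 fold-change 0.82), of heme synthesis (0.24), of reticulocyte maturation (0.23) and of mitosis (0.72) were higher in knockout mice by camera at a preset correlation of 0.01. Transcripts of monocytes (−0.35) and of the interferon response (−0.61) were lower. The reticulocyte call was lost without knockout mouse C (adjusted p = 0.411; 0.000776 to 0.770 over camera settings), in which the median lay at 0.69 against 0.09 and 0.14 in mice A and B. The monocyte call was lost without wild type mouse A (0.327) and without knockout mouse B (0.0521; 2.2e-05 to 0.822 over camera settings), and the mice of both groups overlapped. With an estimated correlation none of these 6 lists passed an adjusted p under 0.05 (0.580 for 4 of them, 0.770 for reticulocyte maturation and 0.822 for monocytes), nor did any at an unadjusted p under 0.05. With other normalizations each list kept its direction: scaling to the 75th percentile, which moved the median of all probes to −0.19, gave 0.63, 0.07, 0.13, 0.54, −0.56 and −0.79 in the order above.

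The rise of red cell membrane transcripts was weighed against technical explanations. Knockout mouse C had the arrays with the fewest detected probes, but without it the median stayed at 0.61 (adjusted p = 0.00583), which argues against that mouse as the whole cause. The lowest median under cyclic loess, 75th percentile scaling and the authors' values was 0.42, a share of 0.518 of the value above, which argues against the between-array normalization as the whole cause, close to the bound of 0.5 set for this test. Less platelet RNA raising all other transcripts cannot be told apart by the bound set for it: over all lists of red cells and leukocytes the red cell median lay 0.51 above the leukocyte median, within the sum of their median absolute deviations (0.56). The median log2 fold-change was 0.41 for red cells and −0.10 for leukocytes, so leukocyte transcripts as a set did not rise. In knockout mice A, B and C the leukocyte median lay at 0.13, −0.05 and −0.29 from the wild type mean, against −0.16 to 0.03 in wild type mice. A difference in red cell production between genotypes, or between the closed colony and the wild type strain, may also explain it and was not tested.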

How the results depend on the processing

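In this part, only the authors' log2 values with no filter were chosen after the data had been seen; this alternative is named where it is used. Signal over background limits the arrays, since 5498 of 45281 probes passed the filter, and there are 3 mice per group. An alternative by BeadChip was not run, because the sources used here give no chip, and no other probe of the 5 platelet genes passed the filter. The array weights did not converge to their tolerance. Where the text below gives a changed value, the cause was not tested.

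The mean log2 fold-change of *Gp1bb*, *Gp5*, *Gp9*, *Gp6* and *Vwf* stayed negative under all 20 alternatives, between −0.92 without knockout mouse A and −2.01 without knockout mouse C. Between 200 and 247 of the 247 probes of Table S7 stayed at least 1.5-fold different. For the genes that the naming rule covers through the paper or their size of change, 552 comparisons kept direction and side of the threshold, 28 newly passed, 35 no longer passed and none changed sign. *Pik3cg* newly passed with array weights (0.50, adjusted p = 0.0150) and under no other alternative (0.226, unadjusted by the analysis of variance, to 0.983).

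Probes called by limma (150; 79 higher, 71 lower) numbered 92 (52, 40) with no background correction, 86 (44, 42) with no filter, 83 (40, 43) with technical replicate 1 only, 471 (221, 250) with 12 arrays and the mouse as a random block, 915 (494, 421) by the methods' analysis of variance unadjusted and 4 (2, 2) when adjusted, 1761 (852, 909) with array weights, and 259 (151, 108) with a trended robust prior. With 75th percentile scaling they numbered 307 (67, 240), and with detection on at least 6 arrays 108, of which 46 were lower. With the authors' values and no filter, chosen after the data had been seen, they numbered 334 (194, 140). Leaving out 1 mouse gave 40 (wild type mouse B) to 344 (knockout mouse A), with 19 to 189 higher and 20 to 155 lower; it gave 41 without wild type mouse A, 43 without wild type mouse C, 46 without knockout mouse B and 136 without knockout mouse C. With the letters A to C as a replicate block, 111 probes were called. Whether the letters pair the mice is not settled. The correlation between mice with the same letter was 0.176, −0.179 and 0.179, and between mice with different letters it was −0.297 to 0.213.

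Probes at least 1.5-fold different (815; 335 higher, 480 lower) numbered 247 (97, 150) with the authors' values, with or without the filter, and 249 (91, 158) at a 2-fold threshold; 75th percentile scaling gave 180 higher and 791 lower. Called probes of Table S7 (77) numbered 151 with 75th percentile scaling, 48 with no filter, 44 with technical replicate 1 only, 186 with 12 arrays, 139 by the analysis of variance unadjusted and 4 when adjusted, 204 with array weights, 121 with a trended robust prior, 119 with the authors' values and no filter, and 33 (wild type mice B and C) to 125 (knockout mouse A) with 1 mouse left out. Called core genes of the network (19) numbered 29 with the authors' values and with offset 50, 44 with 75th percentile scaling, 12 with no filter, 10 with technical replicate 1 only, 48 with 12 arrays, 35 and 1 by the analysis of variance unadjusted and adjusted, 52 with array weights, 31 with a trended robust prior, and 7 (wild type mouse B) to 32 (knockout mouse A) with 1 mouse left out.

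Gene lists called by camera (11) numbered 0 with an estimated correlation and 0 with fry, and 10 to 12 under the other alternatives; at an unadjusted p under 0.05 the estimated correlation gave 0 and fry 6. With an estimated correlation the adjusted p of the lists of the von Willebrand factor receptor, platelet receptors, platelet granules, platelet cytoskeleton and signalling, and coagulation was 0.580 each, and with fry 0.212, 0.212, 0.192, 0.212 and 0.192. With no filter the coagulation list had 0.878. Over the remaining alternatives these adjusted p ran up to 0.0113, 0.00587, 0.000879 and 0.00307 for the first 4 lists. List and direction pairs enriched by Fisher's exact test (10) numbered 6 at a 2-fold threshold and 9 to 12 otherwise.

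Lists that did not pass changed direction near 0, with these adjusted p. Transcription factors of megakaryocytes and red cell precursors did so with no filter (0.511), detection on at least 6 arrays (0.906), detection p under 0.05 (0.927) and technical replicate 2 only (0.75), and without wild type mouse A (0.870) or knockout mouse C (0.803), in a range of 0.570 to 0.915 with 1 mouse left out. Class I phosphoinositide 3-kinase genes did so with the authors' values (0.942), no filter (0.511), at least 6 arrays (0.811), detection p under 0.05 (0.927), technical replicate 1 only (0.813) and array weights (0.646), and without wild type mouse C (0.704) or knockout mouse C (0.803), in a range of 0.632 to 0.942. B cell genes did so with array weights (0.646) and without knockout mouse C (0.503; range 0.324 to 0.830), class I MHC genes with technical replicate 2 only (0.749) and without wild type mouse B (0.830; range 0.328 to 0.944), and oxidative phosphorylation genes without knockout mouse C (0.803; range 0.130 to 0.803).

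Among the 34 brightest members of called lists, 8 changed sign, none of them called. Besides the mice left out, *Bnip3l* had 0.0191 and *Gpx1* −0.0360 with technical replicate 1 only; *Ube2o* had 0.0183, 0.00383 and 0.0399 with cyclic loess, 75th percentile scaling and technical replicate 2 only; *Rsad2* had 0.0181 and 0.00463 with cyclic loess and technical replicate 1 only; and *Ifi27* had −0.0603, −0.0395 and −0.158 with 75th percentile scaling, technical replicate 2 only and array weights. With 1 mouse left out, *Alas2* ran from −0.0243 to 0.0101 (without knockout mouse B), *Gpx1* from −0.0465 (without wild type mouse C; −0.00489 without knockout mouse C) to 0.145, *Prdx2* from −0.0303 (without knockout mouse C) to 0.374, *Psap* from −0.271 to 0.0882 (without wild type mouse A), *Rsad2* from −0.310 to 0.0174 (without knockout mouse A) and *Ifi27* from −0.106 (without knockout mouse C) to 0.289. The 50 brightest members of the other lists alone were not followed one by one, a restriction made after such changes had been seen: 24 of them changed sign 56 times in all, and none of the 2 called ones did.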

Differences from the paper's values

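In this part, only the authors' log2 values with no filter were chosen after the data had been seen. The paper gives 220 genes with a fold-change of at least 1.5 (the paper's value), and recomputed from the raw signals 651 genes had a kept probe past this threshold. Table S7 holds 247 probes (the paper's value), and 815 probes were past the threshold here. Of the alternatives set before the data were examined, the authors' log2 values gave 218 genes and 247 probes; the others at this threshold gave 484 to 834 genes and 602 to 1042 probes. With no filter, chosen after the data had been seen, the authors' values gave 218 genes and 247 probes too, and dropped none of the 247. The paper states no p threshold for this list. Table S7 holds 219 distinct gene names, 1 fewer than the text's 220.

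The text's fold-changes are on mixed scales. The paper's −2.203 for *Gp1bb* and −3.211 for *Gp5* equal the fold-change in Table S7, and the paper's −0.996 for *Gp9*, −0.711 for *Gp6* and −1.381 for *Vwf* equal its log2 fold-change. On the fold scale Table S7 gives −1.995, −1.637 and −2.604 for the latter 3 (the paper's values). On the log2 scale, all 5 falls were larger when recomputed from the signals before the transformation. They were −1.58 against −1.139 (the paper's value) for *Gp1bb*, −2.05 against −1.683 for *Gp5* and −1.17 against −0.996 for *Gp9*. For *Gp6* they were −1.49 against −0.711, and for *Vwf* −1.71 against −1.381. Both computations use the same arrays, so the spread between mice does not measure their difference.

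The paper presents these 5 genes, and *Tubb1*, *F5* and *P2ry12* in its network, as differentially expressed. None of the 8 passed an adjusted p under 0.05 from limma over all probes. All 8 were nevertheless lower in each knockout mouse than in any wild type mouse. By the paper's own analysis of variance in Table S7, only *Gp5* and *F5* of the 8 have a P under 0.05. Of all 247 probes in that table, 139 do. Under alternatives, *Gp1bb* (adjusted p 0.0179 to 0.527), *Gp6* (0.0210 to 0.492) and *Vwf* (0.0133 to 0.389) passed with 75th percentile scaling, with 12 arrays and the mouse as a random block, and with array weights. *Tubb1* (0.0171 to 0.375) passed with these 3 and without knockout mouse A (0.0335). *Gp5* (0.00238 to 0.280) passed with the same 3, with the authors' values, with offset 50, by the methods' analysis of variance unadjusted and without knockout mouse A (0.0168). *F5* (0.000676 to 0.263) passed with all of the settings of *Gp5* and also without knockout mouse C. *Gp9* (0.0535 to 0.602) and *P2ry12* (0.0673 to 0.688) passed with none of the 22 alternatives.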

Other observations

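Of the tests in this part, those of a smaller platelet share, of dilution by erythroid RNA, of mouse A alone, of 129 DNA, of DNA linked to the *Pik3cg* allele and of variants under single probes were chosen after the result was seen.

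Interferon-induced transcripts, which mark the response to type I interferon, were lower in knockout mice. Of 18 measured genes, *Lgals3bp* fell by 1.20 (adjusted p = 0.0163 from limma) and *Ifit2*, which encodes an RNA-binding antiviral protein, fell by 1.13 (adjusted p = 0.0169), both singled out after their values were seen. The 4 brightest members, *Rsad2* (−0.11), *Ifi27* (0.14), *Gvin1* (−0.87) and *Oasl2* (−1.33), did not pass. Of the 18 genes 9 were lower when adjusted over the list alone, and 9 were at least 1.5-fold lower (Fisher's exact test, adjusted p = 5.42e-05). The list's camera adjusted p was 0.000251, and 0.580 with an estimated correlation. In knockout mice A, B and C the list's median lay −0.55, −0.73 and −0.38 from the wild type mean.

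Monocyte transcripts, among them the lysozyme genes *Lyz1* (−0.97) and *Lyz2* (−0.89), *Cst3* (−0.61) and *Psap* (−0.10), gave no gene past the threshold over all probes, and 3 of 15 genes were lower when adjusted over the list alone. A dimmer probe of *Psap*, ILMN_2776600, had the opposite sign (0.04). The list's member *Ear2* is named from Table S7, and that symbol is also a former symbol of *Nr2f6*. Mitosis genes, of which 4 were measured, include *Nusap1* (0.67), *Kif23* (0.76; 0.04 at its dimmer probe ILMN_1220121) and *Cdkn2c* (1.03); none passed over all probes, 3 were higher when adjusted over the list alone, and 3 were at least 1.5-fold higher (adjusted p = 0.00403). The camera adjusted p was 0.00244, and 0.580 with an estimated correlation. The brightest probe of *E2f2* had a log2 fold-change of 0.41.

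Of 9 measured heme synthesis genes none passed over all probes, and 3 were higher when adjusted over the list alone. *Urod*, uroporphyrinogen decarboxylase, had a log2 fold-change of 0.89 and the mitochondrial glutaredoxin gene *Glrx5* of 0.73, while *Alas2* (−0.01) and the brightest probe of *Slc25a37* (0.06) lay near 0; the dimmer probe ILMN_1230858 of *Slc25a37* rose by 1.73 (adjusted p = 0.0075 from limma). The camera adjusted p was 0.00701, and 0.580 with an estimated correlation. Of 16 measured genes of reticulocyte maturation none passed over all probes or over the list alone, with *Bnip3l* at −0.06, *Gpx1* at 0.06, *Ube2o* at −0.05 and *Prdx2* at 0.22. The camera adjusted p was 0.0211, and 0.770 with an estimated correlation; it was 0.411 without knockout mouse C, and ran from 0.000776 to 0.411 over the alternatives other than the estimated correlation and fry. Table S7 holds 4 genes of the interferon list, 5 of the monocyte list, 3 of the mitosis list, 2 of the heme synthesis list and 3 of the reticulocyte list, so none of these lists is independent of it. Globin genes, of which 4 were measured, lay at a median of −0.00 (adjusted p = 0.777 from camera). By mouse, their median ran only from −0.008 (knockout mouse A) to 0.003 (wild type mouse A) around the wild type mean. The standard deviation between technical duplicates was at least 0.246 in every mouse. Whether the globin probes could show a change was not tested, so their value near 0 does not establish unchanged globin transcripts.

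Replication-dependent and other histone genes had a median of −0.55 over 29 measured genes and did not pass (camera adjusted p = 0.0628), although 13 of them were at least 1.5-fold lower (Fisher's exact test, adjusted p = 3.34e-06). *H1f2* fell by 1.46 and *H2ac6* fell by 1.55 (undetected in knockout mice and at least 1.51-fold lower), both singled out after their values were seen. The list passed under 8 alternatives, with an adjusted p of 0.0091 without wild type mouse A, 0.0432 without wild type mouse B, 0.0286 without knockout mouse B and 0.000918 without knockout mouse C, over a range of 0.000918 to 0.746. Other lists that did not pass were neutrophil genes (median −0.14; *Chil3* fell by 1.03), B cell genes (−0.12), T cell genes (0.11), NK cell genes (0.06), proteasome genes (−0.06, adjusted p = 0.386), class I MHC genes (−0.04, adjusted p = 0.805), class I phosphoinositide 3-kinase pathway genes (−0.08, adjusted p = 0.952; *Tsc1* rose), ribosomal protein genes (−0.09, adjusted p = 0.369) and oxidative phosphorylation genes (0.04, adjusted p = 0.495; *Cox5a* fell by 1.07). *Chil3* and *Cox5a* were singled out after their values were seen. Without knockout mouse C the T cell list passed (adjusted p = 0.0364; 0.0364 to 0.709 over the alternatives). Scaling to the 75th percentile turned the medians of T cells (−0.10), NK cells (−0.09) and oxidative phosphorylation (−0.13) negative. No gene of the lists of eosinophils and basophils or of endothelium was measured.

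The lower platelet transcripts were weighed against explanations by the make-up of the RNA. In mouse A, the 19 platelet-list genes outside Table S7 lay at a median of −0.68 (median absolute deviation 0.62; 17 of 19 below the wild type mean), so a smaller share of platelet RNA in the blood of this mouse may explain its low values; leaving out the genes of Table S7, by any probe, removes those that fell most. Dilution by erythroid RNA is argued against, since the leukocyte median in mouse A lay 2.19 above the platelet median, beyond the sum of their median absolute deviations (0.88). Whether the fall was in mouse A alone is not settled. Over all platelet-list genes, the medians of mice B and C lay at least 0.29 below the lowest wild type mouse. That is a narrow margin over the wild type standard deviation of 0.28. Without mouse A the lists of receptors, granules, and cytoskeleton and signalling stayed enriched among genes at least 1.5-fold lower (Fisher's exact test, adjusted p = 0.000820, 2.88e-05 and 0.00714). However, 10 of 17, 7 of 11 and 14 of 23 genes of these lists are in Table S7, which was chosen on these same mice, and Fisher's test counts genes as independent. Outside Table S7, where the largest falls are left out, mice B and C lay at −0.16 and −0.19, about the lowest wild type mouse at −0.18. Neither set of genes can decide the question. Fewer platelets, less RNA per platelet and a difference in sampling were not separated, and an effect of the genotype remains untested apart from the strain and colony.

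Called genes lay next to each other on the GRCm38.p6 map more often than in most shuffled orders. Among 122 called genes with a place, 9 pairs were neighbours in the order of measured genes, against a 95th percentile of 7 and a highest value of 12 in 10000 shuffles, as stretches of 129 DNA left in the knockout colony may give; this is a hypothesis, and by the paper's account only a small share of 129 DNA remained after backcrossing. Co-regulation of neighbouring genes in blood cannot be told apart: the top genes of the other splits of the 6 mice held at most 7 pairs (standard deviation 1.87), but limma called 0 probes in each of these splits, so the bound set for this test does not exclude co-regulation that follows the genotype. DNA linked to the *Pik3cg* allele is argued against as the source of these pairs. Of the 40 measured genes around it, 2 were called, *Prkar2b* and *Atxn7l1*, and neither is in a pair. Other stretches gave a 95th percentile of 4 called genes. This count cannot exclude an effect on single genes. For *Prkar2b*, the gene next to *Pik3cg*, and for *Atxn7l1*, linked DNA stays open. Sequence variants under single probes cannot be told apart, since the probes of 30.2% of the 43 called genes with another probe differed by more than 1 on the log2 scale, between the bounds set for either answer.

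The pairs were *Stx7* and *Med23*, *Fancl* and *Vrk2*, *Mrps23* and *Msi2*, *St6galnac2* and *BC018473*, *Dmtn* and *Dok2*, *Fchsd1* and *Arap3*, *Dennd10* and *Prdx3*, *Tpm4* and *Rab8a*, and *Rab8a* and *Cib3*; 7 of the 9 changed in the same direction.

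With 3 mice against 3 there are 10 splits, too few for a share under 0.05. The real split gave 150 limma calls and was the 1 split with as many, and the highest other split gave 0. It gave 11 lists called by camera at the preset correlation, and 3 other splits gave at least as many, so that 4 splits did in all; the highest other split, which sets wild type mice A and B and knockout mouse C against the rest, gave 13. Splits that mix the genotypes thus gave list calls at the preset correlation as well.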
